# C-MYC Transcriptionally Amplifies SOX2 Target Genes to Regulate Self-Renewal in Multipotent Otic Progenitor Cells

**DOI:** 10.1016/j.stemcr.2014.11.001

**Published:** 2014-12-11

**Authors:** Kelvin Y. Kwan, Jun Shen, David P. Corey

## Abstract

Sensorineural hearing loss is caused by the loss of sensory hair cells and neurons of the inner ear. Once lost, these cell types are not replaced. Two genes expressed in the developing inner ear are *c-Myc* and *Sox2*. We created immortalized multipotent otic progenitor (iMOP) cells, a fate-restricted cell type, by transient expression of C-MYC in SOX2-expressing otic progenitor cells. This activated the endogenous C-MYC and amplified existing SOX2-dependent transcripts to promote self-renewal. RNA-seq and ChIP-seq analyses revealed that C-MYC and SOX2 occupy over 85% of the same promoters. C-MYC and SOX2 target genes include cyclin-dependent kinases that regulate cell-cycle progression. iMOP cells continually divide but retain the ability to differentiate into functional hair cells and neurons. We propose that SOX2 and C-MYC regulate cell-cycle progression of these cells and that downregulation of C-MYC expression after growth factor withdrawal serves as a molecular switch for differentiation.

## Highlights

• A single factor, C-MYC, induces self-renewal in SOX2-expressing otic progenitors
• C-MYC transcriptionally amplifies SOX2 target genes
• SOX2 modulates transcription of cell-cycle genes
• Immortalized multipotent otic progenitors can differentiate into otic cell types

## Introduction

The six sensory organs of the inner ear—the cochlea, utricle, saccule, and three semicircular canals—mediate our ability to hear and balance. Within these organs, sensory hair cells mediate the conversion from mechanical to neural signals, releasing neurotransmitter onto neurons of the eighth nerve. Built for exquisite sensitivity, hair cells have a high metabolic demand and delicate mechanosensory hair bundles. A variety of insults, such as loud noises and ototoxic drugs, can cause hair cell death. They can also cause acute loss of afferent nerve terminals and delayed degeneration of the auditory nerve (Kujawa and Liberman, 2009). Degeneration of hair cells and neurons significantly contributes to hearing loss, as these cells are not replaced. To regenerate auditory hair cells and neurons, we must understand how progenitor cells give rise to these cell types.

*Sox2* and the *Myc* family of transcription factors are crucial for the proper development of inner ear hair cells and neurons. Human mutations in *Sox2* cause anophthalmia, a severe eye malformation, and bilateral sensorineural hearing loss (Fantes et al., 2003; Hagstrom et al., 2005). Mouse mutants that express low levels of SOX2 in the inner ear have fewer cochlear hair cells and neurons (Kiernan et al., 2005; Puligilla et al., 2010). *Myc* genes, including *c-Myc* and *N-Myc*, are expressed in the inner ear (Domínguez-Frutos et al., 2011; Kopecky et al., 2011). Deletion of *N-Myc* in the developing inner ear causes reduced proliferative growth, and abnormal morphology and differentiation of both sensory and nonsensory cells (Domínguez-Frutos et al., 2011; Kopecky et al., 2011).

Studies aimed at producing new hair cells and otic neurons have used embryonic stem cells (ESCs) or induced pluripotent stem cells (iPSCs). iPSCs are generated by converting somatic cells into pluripotent stem cells that possess properties of both self-renewal and pluripotency (Takahashi and Yamanaka, 2006). This involves transient expression of *c-Myc*, *Sox2*, *Klf4*, and *Oct4* to activate expression of the endogenous factors. The endogenous factors function to promote self-renewal, maintain pluripotency, and prevent differentiation. Among the four transcription factors used to generate iPSCs, C-MYC and SOX2 have been implicated in maintaining self-renewal in ESCs (Cartwright et al., 2005). *Sox2* is also essential for maintaining multipotency in neural stem cells (Suh et al., 2007), and knockout or knockdown of *Sox2* in ESCs results in differentiation (Ivanova et al., 2006). Although *c-Myc* is dispensable for direct reprogramming of somatic cells into pluripotent cells, inclusion of *c-Myc* increases the number of reprogrammed cells and accelerates the formation of iPSCs (Wernig et al., 2008). Recent genome-wide binding studies implicated C-MYC as a global transcription amplifier (Lin et al., 2012; Nie et al., 2012), providing an elegant explanation of the diverse roles of C-MYC in reprogramming and in various cellular functions.

We exploited C-MYC to activate the endogenous *c-Myc* gene and enhance gene expression in neurosensory cell types. By doing so, we derived a self-renewing immortalized multipotent otic progenitor (iMOP) line from SOX2-expressing neurosensory precursors of the inner ear. We show that the endogenous C-MYC binds to most of the same promoters as SOX2 and amplifies transcripts that promote cell-cycle progression. This enhanced expression contributes to self-renewal but allows iMOP cells to retain their capacity to differentiate into hair cells, supporting cells and neurons.

## Results

### Induction of Self-Renewal by Transient C-MYC Expression

During embryonic development of the murine cochlea, progenitors begin exiting the cell cycle at embryonic day 12.5 (E12.5). Terminal mitosis spreads in a wave-like manner from the apex to the base of the cochlea, completing cell-cycle exit by E14.5 (Lee et al., 2006; Ruben 1967). Progenitors stop dividing and express the cell-cycle inhibitor *Cdkn1b* (*p27*^*KIP*^) at E14.5 to initiate differentiation (Chen and Segil, 1999). We obtained and dissociated cochleas from E11.5–12.5 embryos into single cells. Dissociated cells were cultured in defined medium supplemented with basic fibroblast growth factor (bFGF). Cells were plated on untreated tissue culture dishes to produce both adherent cells and colony-forming cells (Figure S1A available online). Colony-forming otic cells (known as otospheres) were enriched by gently superfusing the cultures and collecting the suspension of otospheres (Figure S1B). In 50 otospheres examined, ∼60% of cells expressed detectable levels of SOX2, and in culture they incorporated the nucleotide analog 5-ethynyl-2′-deoxyuridine (EdU), indicating they were dividing (Figure S1C).

Cells from postnatal cochleas can form three types of otospheres: solid, transitional, and hollow (Diensthuber et al., 2009). Otospheres from postnatal vestibular and auditory organs contain dividing cells that can become neurons and sensory cells (Oshima et al., 2007). To identify spheres derived from embryonic cochlea, we dissociated cochleas and cultured cells for 3–5 days until otospheres were observed. Primary otospheres were fixed, embedded in plastic, serially sectioned, and observed by transmission electron microscopy (TEM). In 100 otospheres examined, we found cells in all sections, suggesting that embryonic primary otospheres are similar to solid spheres from postnatal inner ear organs (Figure S1D).

We next sought a way to promote long-term self-renewal, and asked whether a single gene, *c-Myc*, could amplify the underlying gene-expression profile to promote self-renewal. We used a retrovirus to introduce exogenous C-MYC into SOX2-expressing neurosensory precursors and assessed activation of endogenous C-MYC in these cells. Primers were designed to detect and distinguish total *c-Myc*, endogenous *c-Myc*, and transgenic *c-Myc* transcripts. As controls, we used ESCs cultured under normal conditions and in otic progenitor media used for culturing SOX2-expressing otospheres to detect all four transcription factors that induce pluripotency. We found that expression of the four transcription factors was not altered in ESCs. In progenitor cells, *Oct4*, a crucial factor for pluripotent ESCs and iPSCs (Takahashi and Yamanaka, 2006), was not detected, whereas *Sox2* was detected in all samples. This suggests that the iMOP cells, unlike iPSCs, are not pluripotent but are fate restricted. Viral *c-Myc* was transiently upregulated along with *Klf4* 2 days after infection but decreased after the cells were cultured for 2 weeks. Endogenous *c-Myc* and total *c-Myc* were present in iMOP cells and did not show a large upregulation in transcript levels even after integration of the *c-Myc* retrovirus (Figure 1A). To determine the contribution of endogenous and viral *c-Myc* to total *c-Myc* levels, we performed quantitative RT-PCR (qPCR) and normalized the transcript levels to total *c-Myc* levels. At 2 days postinfection, endogenous and viral *c-Myc* represented 37.6% and 62.4% of total *c-Myc*, respectively. At 2 weeks postinfection, viral *c-Myc* was 1.4% of total, indicating that the *c-Myc* retrovirus had been silenced (Figure 1B), similar to what was previously observed in factor-based reprogramming of iPSCs (Hotta and Ellis, 2008). To compare *c-Myc* transcript levels with endogenous levels in the inner ear, we performed qPCR and normalized the transcript levels to E12.5 cochleas. ESCs and *c-Myc*-infected-progenitor cells showed increased *c-Myc* transcript compared with uninfected progenitor cells (Figure S1E).

To select for dividing cells that still maintained their otic identity, we cultured cells in defined medium with bFGF. bFGF promotes the proliferation of inner ear epithelia cultures (Zheng et al., 1997) and also induces otic cell identity (Groves and Bronner-Fraser, 2000). Mesenchymal and pluripotent stem cells that were previously used to generate hair cells were also treated with bFGF to propagate cultures and induce otic cell fate (Hu and Corwin, 2007; Oshima et al., 2010; Koehler et al., 2013). We continuously expanded the cells in bFGF medium for up to 36 months to maintain otospheres. Otosphere clones derived from single cells were compared with ESCs (Figures S2A and S2B). To ensure that these were proliferative proneurosensory cells that retained a restricted identity, we assessed the expression of endogenous alkaline phosphatase, a marker for pluripotent cells (Stadtfeld and Hochedlinger, 2010). Unlike pluripotent ESCs, progenitor cells derived from otospheres did not express endogenous alkaline phosphatase and were unlikely to be pluripotent (Figures S2C and S2D). To determine the expression level of proneurosensory markers relative to the inner ear, we performed qPCR for *Sox2*, *Pax2*, and *Isl1* using progenitors and *c-Myc*-infected progenitor cells. Transcript levels were normalized to E12.5 embryonic cochlea. Both cell types retained expression of all three proneurosensory markers (Figure S2E). We thus named the *c-Myc*-infected progenitor cells *i*mmortalized *m*ultipotent *o*tic *p*rogenitor (iMOP) cells.

To determine the proliferative capacity of iMOP cells after transient C-MYC expression, we clonally derived and expanded three primary otospheres and three iMOP cell lines. Cells (10^4^) were passaged and the cumulative cell counts were tabulated weekly. Primary cells from otospheres initially expanded exponentially (Figure S3), but stopped dividing after 5 weeks in culture, whereas iMOP cells continued to divide at a much faster rate during 10 weeks in culture (Figure 1C), doubling in ∼18 hr at a rate similar to that observed for ESCs.

Many immortalized cell types, such as ESCs and iPSCs, acquire chromosomal abnormalities in continuous culture. The karyotype of ESCs is well known to be metastable, with 50%–60% of cells showing a normal karyotype and a high degree of aneuploidy (Rebuzzini et al., 2008). For cells in culture, aneuploidy presumably would be disadvantageous and the cells might not continue growing. We examined one of the clonal iMOP cell lines for chromosomal stability. It displayed a normal karyotype with 19 pairs of autosomes and an XY chromosome (Figure 1D) and had a distribution of chromosome numbers similar to that found for ESCs (n = 40) (Figure S4). Thus, iMOP cells showed a genomic stability similar to that of pluripotent ESCs. To determine whether the cells still retained transcripts for otic neurosensory markers, we conducted qPCR. The proneurosensory transcripts *Sox2*, *Pax2*, and *Isl1* were enriched relative to pluripotent ESCs (by 31.5%, 79.4%, and 96.0%, respectively), whereas the negative control *Isl2*, a marker for differentiating sensory and nonsensory cells of the inner ear (Huang et al., 2008), showed no significant changes in transcript levels (<1%; Figure 1E). Infection of otic progenitors with a *c-Myc* retrovirus apparently activates the endogenous *c-Myc* before silencing itself, and allows for prolonged proliferation of cells that retain otic neurosensory transcripts.

### Transcriptional Amplification of SOX2 Target Genes by C-MYC

Because the endogenous *c-Myc* transcript accounts for most (98.6%) of the total *c-Myc* transcript (Figure 1B), we asked whether endogenous C-MYC and SOX2 are responsible for self-renewal in iMOP cells. At early stages of otic development, SOX2 could maintain or establish neurosensory cell fate and promote proliferation, while C-MYC transcriptionally amplified SOX2 target genes. 

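Immortalized multipotent otic progenitor (iMOP) cells are a mouse cell line made from otic progenitors with a *c-Myc* retrovirus. In ChIP-seq, DNA bound by a protein is isolated with an antibody against that protein and sequenced, and a peak is a stretch of the genome that holds more sequence tags than the background. ChIP was done on iMOP cells proliferating in 20 ng/ml of bFGF, with 2 biological replicates for each of 3 antibodies, against RNA POLII, C-MYC and SOX2. Peaks of the input DNA sample are not in the files analysed here. The authors deposited a list of peaks for each replicate, so the replicates were not pooled before peaks were called. Each peak has a start, an end, a summit, a raw count of tags, 10 times the −log10 of a p-value and a fold enrichment over background. The p-values reach up to 1e-05 in every list. The peak caller, its control and the genome build are not stated in the main text of the article or the files. The article's Supplemental Experimental Procedures, which may state them, were not available here. The column names are those written by the MACS program. The C-MYC replicates had 42435 and 44146 peaks, which held 2858772 and 3152430 tags. The SOX2 replicates had 39878 and 26637 peaks with 2758044 and 1784465 tags. The POLII replicates had 53528 and 31796 peaks with 1705241 and 4488517 tags. The total number of reads per sample is not in the files, so the depth is known only as tags within peaks. A peak was counted as shared when it overlapped a peak of the other sample by at least 1 bp. Of the C-MYC peaks, 84.6% in replicate 1 (95% Wilson confidence interval 84.3 to 84.9) overlapped a peak of replicate 2, and 81.1% (80.7 to 81.5) did so in the other direction. Of the SOX2 peaks, 41.7% in replicate 1 (41.2 to 42.2) overlapped replicate 2, and 62.3% in replicate 2 (61.7 to 62.9) overlapped replicate 1. The files name no genes, and no gene annotation of their build was used here, so binding was compared between peaks and not assigned to genes.

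**Figure D1:**
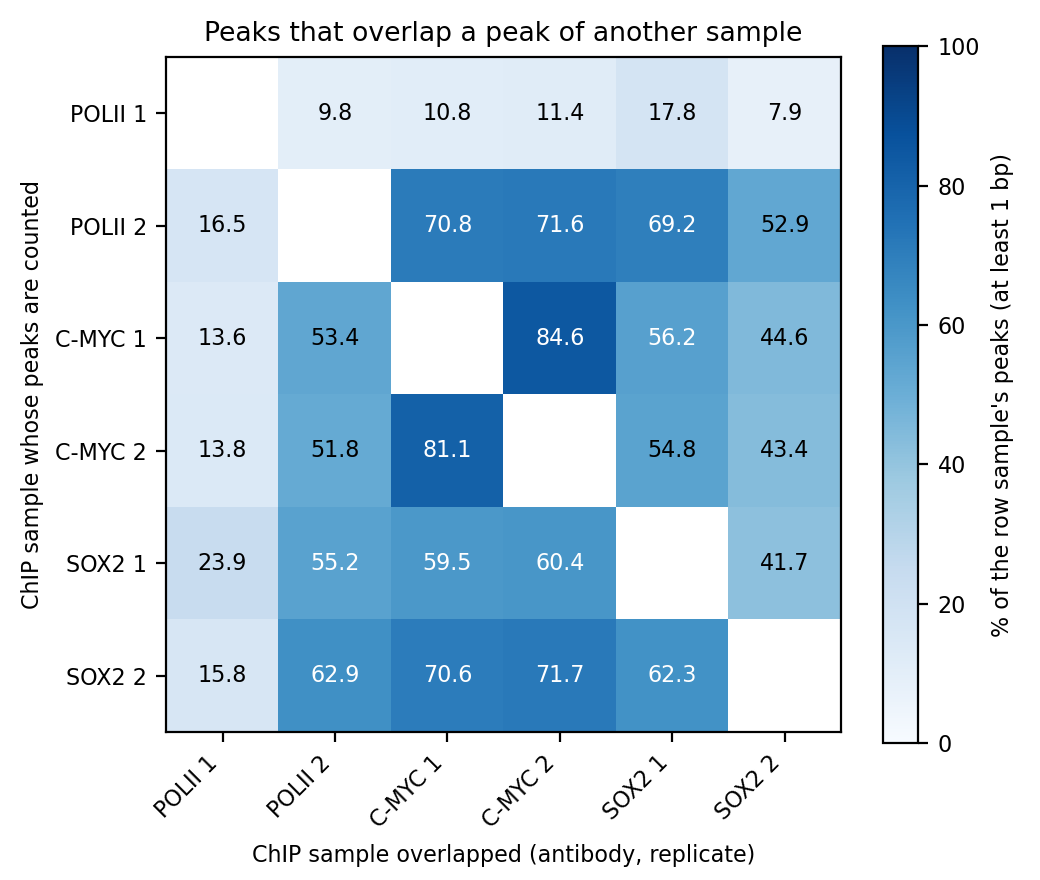
Percent of the peaks of each ChIP sample (rows) that overlap a peak of each other sample (columns) by at least 1 bp, with samples labelled by antibody and replicate. The C-MYC replicates share 84.6% and 81.1% of their peaks, and the row of POLII replicate 1 stays between 7.9% and 17.8%.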

To identify their genome-wide targets in iMOP cells, we used chromatin immunoprecipitation sequencing (ChIP-seq) with antibodies against C-MYC or SOX2. 

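The median POLII peak held 23 tags in replicate 1 and 68 tags in replicate 2, with a median fold enrichment of 7.61 and 7.91. Of the 53528 POLII peaks of replicate 1, 9.8% (95% Wilson confidence interval 9.6 to 10.1) overlapped a peak of replicate 2. Of the 31796 peaks of replicate 2, 16.5% (16.1 to 16.9) overlapped replicate 1. Both shares were lower than those between the replicates of C-MYC or of SOX2. Without positions of known TSSs, regions with a POLII peak in both replicates were used in place of promoter regions. POLII peaks of the replicates that shared at least 1 bp were merged, which gave 5229 POLII sites with a median length of 1180 bp. Counting a POLII peak of either replicate moved this number most, to 80050 sites. When the peaks of replicate 1 were shifted at random around each chromosome, a mean of 2.12% overlapped replicate 2, against the 9.8% found. Some of the 5229 sites are therefore expected from random overlap. How many of the sites are promoters is not known without TSS positions.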

In parallel, we defined promoter regions around known transcriptional start sites (TSSs) using reads obtained from RNA polymerase II (POLII) ChIP-seq in iMOP cells. Binding sites of SOX2 and endogenous C-MYC at promoter regions were determined by enrichment of sequences within the ±5 kb region of the TSS. 

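Without TSS positions, enrichment was read at POLII peaks in place of the ±5 kb regions. A POLII peak of either replicate was overlapped by 58.2% of the C-MYC peaks in replicate 1 (95% Wilson confidence interval 57.8 to 58.7) and 57.0% in replicate 2 (56.5 to 57.5). For SOX2, the shares were 67.9% (67.4 to 68.3) and 67.6% (67.0 to 68.2). Most of these overlaps were with POLII replicate 2, and requiring a peak of both POLII replicates lowered the mean share most, to 8.7% for C-MYC and 11.1% for SOX2. C-MYC peaks on POLII peaks held a median of 64 tags in replicate 1 and 69 in replicate 2, against 20 and 21 tags for C-MYC peaks elsewhere. SOX2 peaks on POLII peaks held a median of 56 and 61 tags, and SOX2 peaks elsewhere 18 and 31. The median fold enrichment differed less. It was 10.80 on POLII peaks and 10.48 elsewhere for C-MYC replicate 1, and 10.55 and 10.28 for replicate 2. For SOX2 it was 9.26 on POLII peaks and 8.60 elsewhere in replicate 1, but 6.53 and 6.78 in replicate 2, so the direction was not shared by the SOX2 replicates.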

Genes with both RNA POLII and the transcription factors bound in the promoter region were considered target genes.

Mapping the overlapping RNA POLII-, C-MYC-, and SOX2-binding sites on the *c-Myc* and *Sox2* genes, we observed three RNA POLII peaks for the *c-Myc* gene (Figure 2A, arrowheads). These correspond to the promoter regions of three known *c-Myc* splice variants. In the promoters of the *c-Myc* gene, both C-MYC and SOX2 were bound. For the *Sox2* gene, RNA POLII occupied a broad peak in the promoter. C-MYC and SOX2 both occupied the same promoter region on the *Sox2* gene (Figure 2A). These results suggest that C-MYC and SOX2 occupy each other’s promoter regions and may auto- and cross-regulate RNA-POLII-dependent transcription at each other’s promoter.

To identify all the genes regulated by C-MYC and SOX2 in iMOP cells, we defined SOX2 and C-MYC target genes based on binding of RNA POLII and the two transcription factors in the promoter region. 

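The paper counts target genes, and the files analysed here allow a count of POLII sites, which are regions with a POLII peak in both replicates and are not assigned to genes. Of the 5229 POLII sites, 2819 (53.9%) overlapped a SOX2 peak in both SOX2 replicates. C-MYC peaks were present in both C-MYC replicates at 3630 sites (69.4%). The remaining 1244 sites had neither factor in both of its replicates. The number of SOX2-bound sites rested on which replicates were used, and was 4426 with SOX2 replicate 1 alone and 3003 with SOX2 replicate 2 alone. The C-MYC-bound sites numbered 3756 with replicate 1 alone and 3783 with replicate 2 alone. With POLII replicate 2 alone there were 14081 SOX2-bound and 21568 C-MYC-bound sites. Both counts moved most when a peak in either replicate of each antibody was enough, to 30616 and 26800 sites.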

A total of 4,994 target genes were identified as direct targets of SOX2 while 5,422 genes were direct targets of C-MYC (Table S1). 

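C-MYC peaks were found in both replicates at 2464 of the 2819 SOX2-bound POLII sites, or 87.4% (95% Wilson confidence interval 86.1 to 88.6). Of the 2410 POLII sites not bound by SOX2, 48.4% had C-MYC in both replicates. The odds ratio of C-MYC and SOX2 binding across the POLII sites was 7.41 (Fisher's exact test, p = 8.58e-212, taken over sites, which are not independent replicates). In the opposite direction, 67.9% of the C-MYC-bound POLII sites were bound by SOX2. The spread between replicates was larger than the confidence interval. With a single replicate of each antibody, the share of SOX2-bound sites also bound by C-MYC ran from 45.2% to 89.7% over the 8 possible choices (SD 18.6). It was 85.8% to 89.7% in the choices with POLII replicate 2 and 45.2% to 68.8% in those with POLII replicate 1. Among the alternatives that kept all replicates, calling a site bound when either replicate had a peak changed the share most, to 74.6%. Without reference to POLII, 65.5% ± 6.5 of the SOX2 peaks overlapped a C-MYC peak (SD, n = 4 pairs of a SOX2 and a C-MYC replicate). When the SOX2 peaks were shifted around each chromosome 100 times, a mean of 3.04% and at most 3.25% overlapped (permutation by circular shifts, p = 0.0099, the smallest that 100 shifts can give). This overlap was 71.1% with SOX2 replicate 2 alone and 60.0% with SOX2 replicate 1 alone. The shifts place peaks anywhere on a chromosome. The test therefore cannot tell binding of both factors apart from parts of the genome where peaks of any antibody gather.

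**Figure D2:**
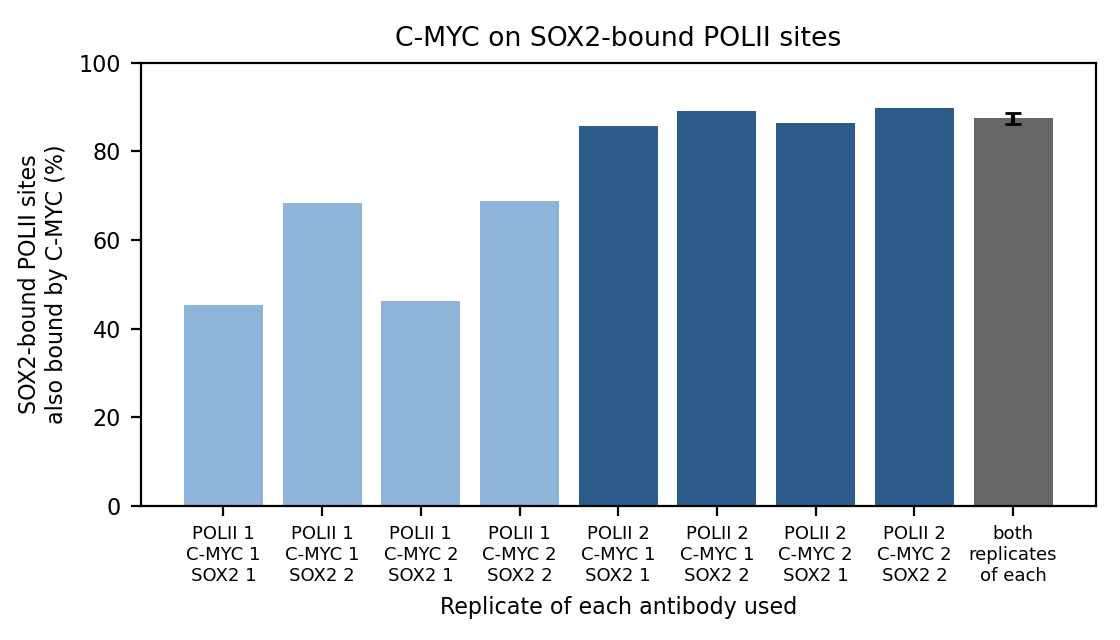
Percent of SOX2-bound POLII sites that are also bound by C-MYC, for each of the 8 choices of a single replicate per antibody (light bars with POLII replicate 1, dark bars with POLII replicate 2) and with both replicates of each antibody required (grey, with its 95% Wilson confidence interval). The dark bars lie between 85.8% and 89.7%, the light bars between 45.2% and 68.8%, and the grey bar is at 87.4%.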

By comparing the overlap of promoter binding regions, we found that 4,231 genes or ∼85% of SOX2 target gene promoters were also occupied by C-MYC (Figure 2B).

We predicted that by amplifying the existing SOX2 transcriptional program, C-MYC helps retain cellular processes attributed to SOX2 in iMOP cells. To determine how much iMOPs and primary otospheres differ, we performed a hierarchical clustering analysis on all detectable transcripts from RNA sequencing (RNA-seq) samples obtained from ESCs, on two independently derived iMOP cell lines, and on three independently derived otospheres (Figure 2C). Based on gene expression, otospheres and iMOP cells cluster together rather than with ESCs. RNA-seq samples from otospheres and iMOP cells showed a high Spearman’s rank correlation coefficient of ρ > 0.8 (where 1.0 suggests perfect correlation). At the level of the transcriptome, iMOP cells appear similar to cells from primary otospheres and only a subset of transcripts are differentially expressed.

To determine whether C-MYC occupies the promoter and enhancer regions near the TSS, we assessed binding sites of RNA POLII and C-MYC by mapping the quantile normalized RNA POLII ChIP-seq density ±5 kb around the TSS. The majority of C-MYC binding was within 1 kb of the TSS and had a similar distribution to RNA POLII (Figure 2D). 

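Distances to a TSS need a gene annotation, so the summits of the C-MYC peaks were placed relative to the nearest POLII summit. Of the C-MYC summits within 5 kb of a summit of POLII replicate 2, 88.7% in C-MYC replicate 1 (95% Wilson confidence interval 88.3 to 89.0) and 88.5% in replicate 2 (88.1 to 88.9) lay within 1 kb. The median distance was 72 bp for both C-MYC replicates. Relative to POLII replicate 1, the shares within 1 kb were 47.6% (46.7 to 48.4) and 47.9% (47.1 to 48.8). Shifting the C-MYC peaks around each chromosome gave a mean of 21.8% against POLII replicate 2 and 22.1% against POLII replicate 1, and no shift exceeded 23.3%. For the POLII replicates relative to each other, 53.1% of the summits of replicate 1 within 5 kb and 54.2% of those of replicate 2 lay within 1 kb. Of the SOX2 summits within 5 kb of a summit of POLII replicate 2, 93.0% and 91.7% lay within 1 kb. Relative to POLII replicate 1, the SOX2 shares were 64.4% and 50.0%. Of all SOX2 summits, 55.3% and 62.7% lay within 1 kb of a summit of POLII replicate 2. For POLII replicate 1, 24.5% and 16.8% of all SOX2 summits did. The mean for C-MYC was 68.2% ± 23.6 (SD, n = 4 pairs of a C-MYC and a POLII replicate), a spread set by the POLII replicate. Taking all C-MYC peaks as the denominator, and not only those within 5 kb, lowered this mean most, to 33.7%. Against POLII replicate 2 alone, 53.5% and 51.8% of all C-MYC summits lay within 1 kb. Against POLII replicate 1 alone, 14.7% and 14.9% did. The paper reports most C-MYC binding within 1 kb of the TSS, distributed much like POLII (Figure 2D). From both, the paper proposes that C-MYC binds at promoter-proximal sites across the genome.

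**Figure D3:**
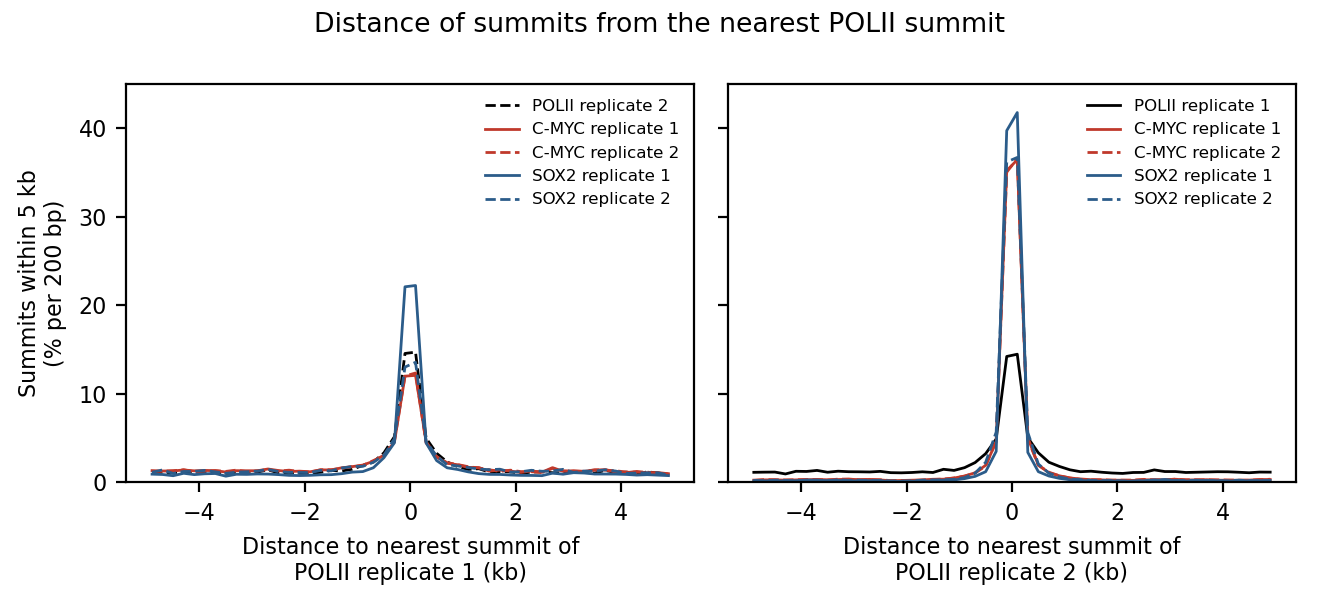
Summits of C-MYC, SOX2 and POLII peaks by their distance in kb from the nearest summit of POLII replicate 1 (left) or POLII replicate 2 (right), as percent of the summits within 5 kb per bin of 200 bp, with solid lines for replicate 1 and dashed lines for replicate 2. All lines are highest at the POLII summit, and the C-MYC lines are narrower around POLII replicate 2 (88.7% and 88.5% within 1 kb) than around POLII replicate 1 (47.6% and 47.9%).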

This suggests that C-MYC binds in the promoter proximal sites near the TSS, genome wide. To see whether C-MYC transcriptionally amplifies the SOX2 target genes in iMOP cells relative to primary otospheres, we selected normalized reads from the 4,231 genes that were both C-MYC and SOX2 targets. We ranked and compared individual target genes from two iMOP cell lines and three primary otospheres. To display the relative changes for each gene, we normalized reads from C-MYC and SOX2 target genes by subtracting the median read from each gene and dividing by the median absolute deviation. These reads were compiled on a heatmap, which revealed that transcripts from C-MYC and SOX2 target genes displayed a graded degree of amplification in iMOP cells (shown in red) relative to primary otospheres (Figure 2E).

To understand the distribution and extent of the transcript increase in iMOPs compared with otospheres, we plotted the cumulative distribution of reads per kilobase per million (RPKM) from individual genes. A nonlinear, sigmoidal distribution of transcripts was observed in primary otospheres. A similar distribution was also observed in iMOP cells, except that the global distribution of transcripts in iMOP cells was shifted to the right (p < 1.5 × 10^−9^ in Welch’s two-tailed t test; Figure 2F). The global increase in transcripts of C-MYC and SOX2 targets in iMOP cells relative to primary otospheres is consistent with the universal and nonlinear amplification by C-MYC of this subset of actively transcribed genes.

### iMOP Cells Adopt a Molecular Signature that Promotes Proliferation

To determine the consequences of amplification of this subset of genes, we wished to identify all the genetic factors attributed to self-renewal, including genes both directly and indirectly affected by C-MYC. We performed RNA-seq on proliferating iMOP cells and primary otospheres cultured with bFGF. To identify these transcripts, we compared ESC, iMOP, and otosphere samples. Gene expression in iMOP cells was much more similar to that in cells derived from otospheres than to ESCs (Figure 3A). We performed a pairwise comparison between iMOP cells and otosphere samples and identified transcripts that were significantly different between iMOP and otosphere samples (p < 0.05). Reads from individual genes were plotted on a heatmap to show the relative changes between iMOP cells and otospheres (Figure 3B). The upper and lower portions of the heatmap showed highly upregulated and downregulated genes. We observed an ∼34-fold increase in *c-Myc* (p < 10^−154^) and an ∼5,700-fold increase in *Sox2* (p < 10^−180^) in iMOP cells relative to otospheres. Selected upregulated genes in iMOP cells (labeled) were direct targets of both C-MYC and SOX2 as determined by ChIP-seq. To determine all of the genes that promote self-renewal in iMOP cells, we identified all of the differentially expressed genes and categorized them based on Gene Ontology. Significant functional groups included genes for DNA replication, cell cycle, mitosis, and cell proliferation (Figure 3C). One of these genes was *Wdr5*, a WD-repeat-containing protein that is essential for histone H3K4 methylation and mediates self-renewal in ESCs (Ang et al., 2011). *Wdr5* showed an ∼5.9-fold increase (p < 10^−5^) in iMOP cells compared with otospheres. Many cyclin-dependent kinases were also identified. *Cdk1* (2.3-fold increase; p < 10^−21^) is part of a highly conserved cyclin-dependent protein-kinase complex that is essential for G1/S and G2/M phase transitions of the eukaryotic cell cycle. *Cdk2* (3.7-fold increase; p < 10^−34^) is another cyclin-dependent kinase that allows the G1/S transition. *Cdk4* (2.1-fold; p < 10^−43^) promotes progression through the G1 phase of the cell cycle. Other genes, such as *Cdc7* (10-fold; p < 10^−65^), *Mcm2* (4.1-fold; p < 10^−58^), *Cdt1* (4.4-fold; p < 10^−50^), and *Skp2* (1.7-fold; p < 10^−8^), regulate the initiation of DNA replication.

Many of the downregulated genes function to inhibit cell-cycle progression. We observed a decrease in the cyclin-dependent kinase inhibitor *Cdkn1a* (p21^CIP^) (−41-fold; p = 0). Similarly, both *Lats1* (−2.2-fold; p < 10^−31^) and *Lats2* (−2.4-fold; p < 10^−29^), tumor suppressors that negatively regulate cell-cycle progression, showed a decrease in transcript levels. *Wee2* (−11.4-fold; p < 3 × 10^−4^), a gene that encodes a kinase that phosphorylates and inhibits CDK1, was also decreased in iMOP cells. The altered levels of both positive and negative regulators of cell-cycle progression could contribute to the increased proliferative capacity of iMOP cells relative to primary otospheres. This constellation of signature cell-cycle genes may contribute to the ability of iMOP cells to continually divide and retain their otic cell identity.

We next determined how iMOP cells undergo self-renewal by following the growth of single cells and assessing the retention of neurosensory markers. We dissociated iMOP cells into single-cell suspensions and immobilized individual cells on Matrigel to maintain their positions throughout the growth period. Single-cell cultures were allowed to proliferate and form colonies over 7 days (Figure 4A). Immunostaining showed that 92% (956/1,036) of the cells retained SOX2 labeling (n = 20) (Figure 4B). iMOP cells also maintained expression of other lineage-restricted markers. PAX2 is a neuroectoderm marker that is expressed early in otic vesicle development (at E10.5) and specifies cell types in the cochlea (Burton et al., 2004; Li et al., 2004a). ISL1 is expressed in the proneurosensory domain at E11.5, as the cochlea starts to develop and mature to form hair cells and auditory neurons (Radde-Gallwitz et al., 2004; Li et al., 2004b). We found that most of the continually proliferating iMOP cells were labeled with antibodies against PAX2 (781/852; 91.7%) and ISL1 (652/720; 90.0%), suggesting that they retained an otic neurosensory cell fate during proliferative culture (Figures 4C and 4D). As a negative control for antibody staining, clonal adherent cells derived from primary cochlear cultures expressed C-MYC, but not the proneurosensory markers observed in iMOP cells (SOX2, PAX2, and ISL1; Figure S5). The results are consistent with symmetrical self-renewal in iMOP cells.

In the developing embryo, cell-cycle arrest is strongly linked to differentiation, so we asked whether treatment that leads to cell-cycle arrest promotes iMOP differentiation. iMOP cells were cultured in media lacking bFGF and containing only the B27 supplement for 7 days to monitor markers known to correspond to cell-cycle arrest in supporting cells and hair cells (Figure S6A). In the developing inner ear, supporting cells and auditory neurons express CDKN1B (p27^KIP^) after cell-cycle exit (Chen and Segil, 1999; Endo et al., 2002), and hair cells express the retinoblastoma protein RB (Sage et al., 2006). In iMOP cells, in the presence of bFGF, C-MYC was expressed and was located in the Hoechst-stained nuclei in many cells (35.2%; 361/1,025; n = 5; Figure 5A). Upon removal of growth factor for 1 day, C-MYC labeling largely disappeared from otospheres, dramatically dropping to 4.1% of cells (61/1,422; n = 5; Figure 5B). After 5 days of growth factor withdrawal, CDKN1B appeared in a punctate pattern in 48.5% (245/495) of iMOP cells (Figure 5C), and RB appeared as a diffuse signal in 30.0% (146/491; n = 5) of cells (Figure 5D). In the presence of bFGF, iMOP cells showed low levels of CDKN1B and RB expression (Figures S6C and S6D). Thus, in iMOP cells, bFGF withdrawal induced cell-cycle arrest and blocked C-MYC expression concomitantly with the induction of CDKN1B and RB expression.

To identify additional genes with altered expression after growth factor withdrawal, we conducted RNA-seq on two independently derived iMOP cell lines cultured in the presence of bFGF and two independent iMOP cell lines cultured in the absence of bFGF for 7 days. Normalized reads from significantly altered target genes (p < 0.05) were ranked and plotted on a heatmap (Figure 5E; genes of interest are noted). After bFGF withdrawal, *c-Myc* levels decreased by 1.8-fold (p < 2 × 10^−17^), consistent with decreased proliferation after growth factor withdrawal. Eight of the downregulated genes are SOX2 targets as identified by our ChIP-seq analysis. These genes (*Cdk1*, *Cdk2*, *Cdk4*, *Wdr5*, *Cdc7*, *Mcm2*, *Cdt1*, and *Skp2*) are involved in regulating cell-cycle progression and DNA replication. These data suggest that SOX2 and C-MYC together regulate transcription of genes that iMOP cell proliferation.

Along with the reduced expression of genes that modulate the cell cycle, we observed an increase in genes involved in otic differentiation. For instance, *Eya1*, which promotes early induction of otic cell fate, increased 2.2-fold (p < 0.02) (Xu et al., 1999). *Tecta* (encoding the extracellular matrix protein alpha tectorin) increased 17.2-fold (p < 10^−63^) and *Otoa* (encoding otoancorin A) increased 8.0-fold (p < 2x10^−7^). Expression of both *Tecta* and *Otoa* is restricted to the inner ear (Rau et al., 1999; Zwaenepoel et al., 2002). *Tubb3*, encoding the neuronal β-tubulin, also showed a 2.9-fold increase (p < 10^−41^). *Hes5*, a transcription factor that is activated downstream of Notch, is expressed in supporting cells, and inhibits differentiation of hair cells (Zine et al., 2001), also increased 3.6-fold (p < 10^−61^). *Myo6*, a marker for early differentiation of hair cells (Hasson et al., 1997), increased 1.3-fold (p < 10^−4^). Together, these data suggest that after growth factor withdrawal, iMOP cells begin exiting the cell cycle and start expressing genes characteristic of differentiating otic cell types, including hair cells, supporting cells, and neurons.

When neurosensory precursors stop dividing in vivo, they start to differentiate into epithelia by forming circumferential actin bands and junctions containing CDH1 (E-cadherin) (Whitlon et al., 1999). After 10 days in culture without bFGF, iMOP cells were immunostained for MYO6, a hair cell marker, and ATOH1, a key transcription factor for hair cell differentiation (Chen et al., 2002). Of the differentiated iMOP cells, 26.3% (228/865) showed MYO6 and 11.3% (78/685) showed ATOH1 labeling (Figure 6A). These cells differentiated toward an epithelial phenotype, forming circumferential actin bands and CDH1-containing junctions as early as 3 days after bFGF withdrawal (Figure 6B).

To promote neuronal differentiation, we removed bFGF and cultured iMOP cells on an adherent laminin-coated surface (Figure S6B). After 7 days, 22.8% (54/236) of the cells developed processes that labeled with antibodies against TUBB3 (neuronal β-III tubulin) (Figure 7A). The vast majority of neuronal TUBB3-positive cells were pseudounipolar or bipolar, similar to auditory neurons. In addition, the differentiated iMOP cells were also labeled with antibodies against NEFH (neurofilament) (Figure 7B).

The cellular environment is important for regulating the iMOP cell phenotype. In vitro, hair cell differentiation after cell-cycle arrest requires additional, as yet unidentified cues provided by neighboring otic cells (Doetzlhofer et al., 2004; Oshima et al., 2010). To determine whether iMOP cells can become hair cells when provided with cues from the inner ear, we engrafted iMOP cells into developing chicken otocysts. To distinguish the mouse iMOPs from the host chicken cells, we first engineered iMOP cells using the Tol2 transposon system (Kwan et al., 2007) to express nuclear-localized mCherry fluorescent protein and the neomycin resistance gene, and selected transfected cells by culturing with neomycin. Neomycin-resistant cells showed nuclear mCherry expression (Figure 7C). Genetically modified mCherry-labeled cells were then injected into chick otocysts at E2–3 and embryos were allowed to develop until E17. At this stage of chick development, the basilar papilla (the ortholog of the cochlea in birds) contains hair cells with mature hair bundles and functional mechanotransduction (Si et al., 2003).

We found both hair cells and supporting cells derived from iMOP cells in the chicken basilar papilla. iMOP-derived cells were identified by mCherry expression and hair cells were distinguished from supporting cells by phalloidin labeling of the stereocilia (Figure 7D). In addition, hair-cell nuclei were not as deep in the epithelium as supporting cell nuclei. Among 1,192 selected cells in chicken basilar papilla, we observed 628 hair cells, 350 supporting cells, and 207 auditory neurons. Of these, 53 cells (∼5.3%) were labeled by nuclear mCherry and thus were derived from iMOPs. Of the mCherry-labeled cells, 11 were hair cells (∼21%), 30 were supporting cells (∼57%), and 12 were auditory neurons (∼23%).

To test whether the iMOP-derived hair cells were functional, we incubated freshly dissected chicken basilar papilla for 2 min in 5 μM FM1-43FX, a fixable analog of a fluorescent styryl dye that enters through functional hair-cell mechanotransduction channels (Meyers et al., 2003). The chicken basilar papilla were fixed and labeled with phalloidin to highlight the hair cells. As expected, 95% of the 691 hair cells we observed in E17 cochlea took up FM1-43FX. Twelve of them were labeled with nuclear mCherry, and 11 of the 12 accumulated the dye (Figure 7E). Thus, mouse iMOP cells, given the appropriate cues, can become bona fide hair cells. Intriguingly, the mouse hair cells in the chicken cochlea had bundles with the morphology of chicken hair cells, showing that at least some part of bundle morphogenesis is controlled by exogenous factors.

Since pluripotent cells have been described in the inner ear (Li et al., 2003), we asked whether iMOP cells, like pluripotent stem cells, can form other cell types. To address this question, we employed a teratoma-formation assay. ESC- or iPSC-derived teratomas contain cells from the three primordial germ layers (ectoderm, mesoderm, and endoderm). We transplanted iMOP cells in the kidney capsule of SCID mice and allowed them to divide and differentiate. Masses obtained from the kidney capsules were fixed in formaldehyde, embedded in paraffin, and stained with hematoxylin and eosin. We found that iMOP cells were capable of forming an encapsulated mass next to the kidney. However, histological analysis of iMOP-derived tumors did not show any differentiation, in contrast to iMOP cells grafted into the developing inner ear, and instead remained as a single homogeneous cell type (Figure 7F).

Next, we determined the methylation status of the *Oct4* promoter, which is a correlate of pluripotency of iMOP cells. In pluripotent ESCs, the promoter region of *Oct4* is unmethylated, whereas more lineage-committed cell types show varying degrees of methylation (Meissner et al., 2008). The methylation status of the *Oct4* promoter in particular is indicative of whether reprogramming of somatic cells into the pluripotent state has occurred (Fouse et al., 2008). We performed bisulfite sequencing and methylation analysis on the regulatory region of *Oct4*. The methylation pattern of CpG dinucleotides in the upstream regulatory region of the *Oct4* gene in ESCs and iMOP cells is displayed in Figure 7G. In the ten sequences used for analysis, the *Oct4* regulatory region in ESCs was vastly unmethylated, with only 2% (3/150) methylated CpG dinucleotides. In contrast, the regulatory region in iMOP cells was heavily methylated, with 80.7% (121/150) methylated CpG dinucleotides. The methylated promoter observed in iMOP cells suggests transcriptional silencing of *Oct4*. Since engraftment of iMOP cells into an inappropriate cellular environment did not result in differentiation, and the *Oct4* regulatory region is methylated, the iMOP cells apparently are not pluripotent but are lineage restricted. Only when provided with the appropriate cues from the inner ear are these progenitors able to differentiate into hair cells, supporting cells, and neurons.

## Discussion

### Induction of Self-Renewal by Transient Expression of C-MYC

The formation of otospheres has been attributed to the presence of self-renewing tissue stem cells from the inner ear. Otosphere-forming cells have a limited capacity to divide, but can become neurons and hair cell precursors (Oshima et al., 2007). We derived solid otospheres expressing SOX2, a marker for neurosensory precursor cells, from embryonic cochleas. By transiently expressing C-MYC, we activated endogenous C-MYC expression through a positive-feedback loop and amplified SOX2 targets to promote long-term self-renewal. The sustained expression of endogenous C-MYC and SOX2 accounts for the self-renewal properties of iMOP cells. Regulating the expression of genes involved in cell-cycle progression and initiation of DNA replication is a key feature of how C-MYC and SOX2 promote self-renewal and drive proliferation in iMOP cells. We propose that, unlike reprogramming of iPSCs, induction with a single factor, C-MYC, amplifies the SOX2 target genes that are responsible for self-renewal in otic cell types, but does not perturb the expression of lineage-restricted genes or the potential to differentiate.

### SOX2 and C-MYC Mediate a Transcriptional Switch from Self-Renewal to Differentiation

During cochlear development, SOX2 has been proposed to mark a common pool of precursors that is later separated into spatially distinct neurogenic domains and prosensory regions (Appler and Goodrich, 2011). Fate mapping suggests that at least some hair cells and otic neurons share a common precursor (Raft et al., 2007; Jiang et al., 2013). Zebrafish also have a common population of neurosensory progenitors that become hair cells and neurons (Sapède et al., 2012). These otic neurosensory precursors rapidly proliferate and exit the cell cycle before they differentiate. By transcriptome analysis, we showed that iMOP cells are very similar to cells from SOX2-expressing otospheres obtained from E11.5–12.5 embryonic cochleas. Using iMOP cells as a cellular platform for otic progenitors, we modeled the in vivo events of proliferation, cell-cycle arrest, and differentiation by growth factor withdrawal. We propose that at least one of the functions of C-MYC and SOX2 during the development of neurosensory precursors is to regulate proliferation and initiate differentiation.

The involvement of both C-MYC and SOX2 in promoting proliferation is consistent with the phenotype of *Sox2* hypomorphic mice. Loss of *Sox2* expression results in the absence of hair cells, supporting cells, and auditory neurons (Kiernan et al., 2005; Puligilla et al., 2010), which can be attributed to the loss of the sensory progenitors. We propose that at E11.5–12.5 of otic development, C-MYC and SOX2 are coexpressed in neurosensory precursors, and that C-MYC amplifies the transcriptional targets of SOX2, such as the cyclin-dependent kinases, to promote proliferation. We hypothesize that the lack of SOX2 alters the transcription of cell-cycle genes, prevents cell-cycle progression, and results in the loss of sensory progenitors due to the lack of cellular proliferation.

*c-Myc*, *N-Myc*, and *L-Myc* are dynamically expressed in the developing inner ear (Domínguez-Frutos et al., 2011; Kopecky et al., 2011, 2013). Although *c-Myc* mutant animals do not display any inner ear abnormalities, *N-Myc* may compensate for many of its developmental functions (Malynn et al., 2000). Deletion of *N-Myc* from the inner ear disrupts proliferation, morphogenesis, and patterning, resulting in developmental defects in both the neurosensory and nonsensory portions of the inner ear (Domínguez-Frutos et al., 2011; Kopecky et al., 2011). A recent study using conditional ablation of *L-Myc* and *N-Myc* after the formation of hair cells implicates Myc family members in the development of hair cells, as lack of *N-Myc* accelerates cell-cycle exit and delays expression of the essential transcription factor *Atoh1* (Kopecky et al., 2013). Many of the Myc family members may serve as transcriptional amplifiers during development of the inner ear to promote target genes for cell-cycle progression and even differentiation.

In early postnatal mouse utricles, a population of cells continues to divide and is a source of nascent hair cells. Ectopic expression of C-MYC in utricular cells in newborn mice leads to a mild but significant increase in proliferative capacity (Burns et al., 2012a). This may reflect increased transcriptional amplification by C-MYC in supporting cells that are already proliferating (Burns et al., 2012b). Our mechanistic proposal fits well with previous in vivo studies of how Myc family members may affect development of the inner ear.

In addition to genes that are controlled by both C-MYC and SOX2, we identified genes that are exclusively SOX2 targets. 

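Among the 2819 POLII sites bound by SOX2 in both replicates, 259 (9.19%, 95% Wilson confidence interval 8.18 to 10.3) had no C-MYC peak in either C-MYC replicate. Another 96 sites had a C-MYC peak in only 1 replicate, and 2464 had it in both. SOX2 peaks at the sites without C-MYC held a median of 28 tags in SOX2 replicate 1 and 34 in replicate 2, against 149 and 64 tags at the sites shared with C-MYC. Their median fold enrichment was 8.85 against 10.99 in SOX2 replicate 1 and 6.73 against 6.07 in replicate 2, so that the replicates differed in opposite directions. Among the alternatives for this share, accepting a peak in either replicate of each antibody, POLII included, gave the largest, 25.4%. When 1 replicate was left out, the share ran from 4.24% without POLII replicate 1 to 17.8% without SOX2 replicate 2. These are sites and not genes, since the files name no genes.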

Factors other than C-MYC might regulate transcription of these SOX2 target genes. Among these are *Cdkn1a* (*p21*^*CIP*^) and *Cdkn1b* (*p27*^*KIP*^), which encode for cell-cycle inhibitors of cyclinE-CDK2 and cyclinD-CDK4/6 complexes. CDKN1A maintains quiescence in hair cells and auditory neurons (Laine et al., 2007, 2010). CDKN1B expression correlates with cell-cycle exit during differentiation of hair cells, supporting cells, and neurons, but its expression is later confined to postnatal supporting cells and spiral ganglia neurons of the cochlea (Chen and Segil, 1999; Endo et al., 2002).

Thus, in the absence of C-MYC, SOX2 may be differentially regulating *Cdkn1a* and *Cdkn1b* to exit the cell cycle and maintain quiescence. Tamoxifen-induced deletion of *Sox2* in early postnatal cochlea shows increased proliferation in inner pillar cells, but not in Deiter cells (Liu et al., 2012), suggesting that additional mechanisms may be present in cochlear cell types to maintain quiescence. We propose that *Sox2* in conjunction with the *Myc* family of genes promotes proliferation in neurosensory precursors of the developing inner ear. After cell-cycle exit and terminal differentiation, *Myc* levels are downregulated (Domínguez-Frutos et al., 2011; Kopecky et al., 2011), and *Sox2* alone may be involved in maintaining quiescence of some postmitotic cells in the cochlea.

### Conclusions

Our results indicate that a fate-restricted cell line can be generated by transient expression of C-MYC. These iMOP cells are otic-fate restricted, self-renewing, and capable of differentiating into functional hair cells and neurons. In this study, we used iMOP cells as a cellular platform to understand the role of C-MYC and SOX2 in the development of otic neurosensory precursors. Such experiments can be extended to identify additional factors required for differentiation, as well as to model genetic disorders that affect hair cells or their associated neurons. Finally, iMOP cells may join pluripotent stem cells in the repertoire of potential tools for cellular replacement therapies in the inner ear.

## Experimental Procedures

For details regarding the materials and methods used in this work, see the Supplemental Experimental Procedures. All animal work conducted was approved by the IACUC at Harvard Medical School.

## Author Contributions

K.Y.K. designed the study, performed the experiments and bioinformatics analysis, and wrote the manuscript. J.S. performed the bioinformatics analysis for RNA-seq and ChIP-seq. D.P.C. guided the study and edited the manuscript.

## Figures and Tables

**Figure 1:**
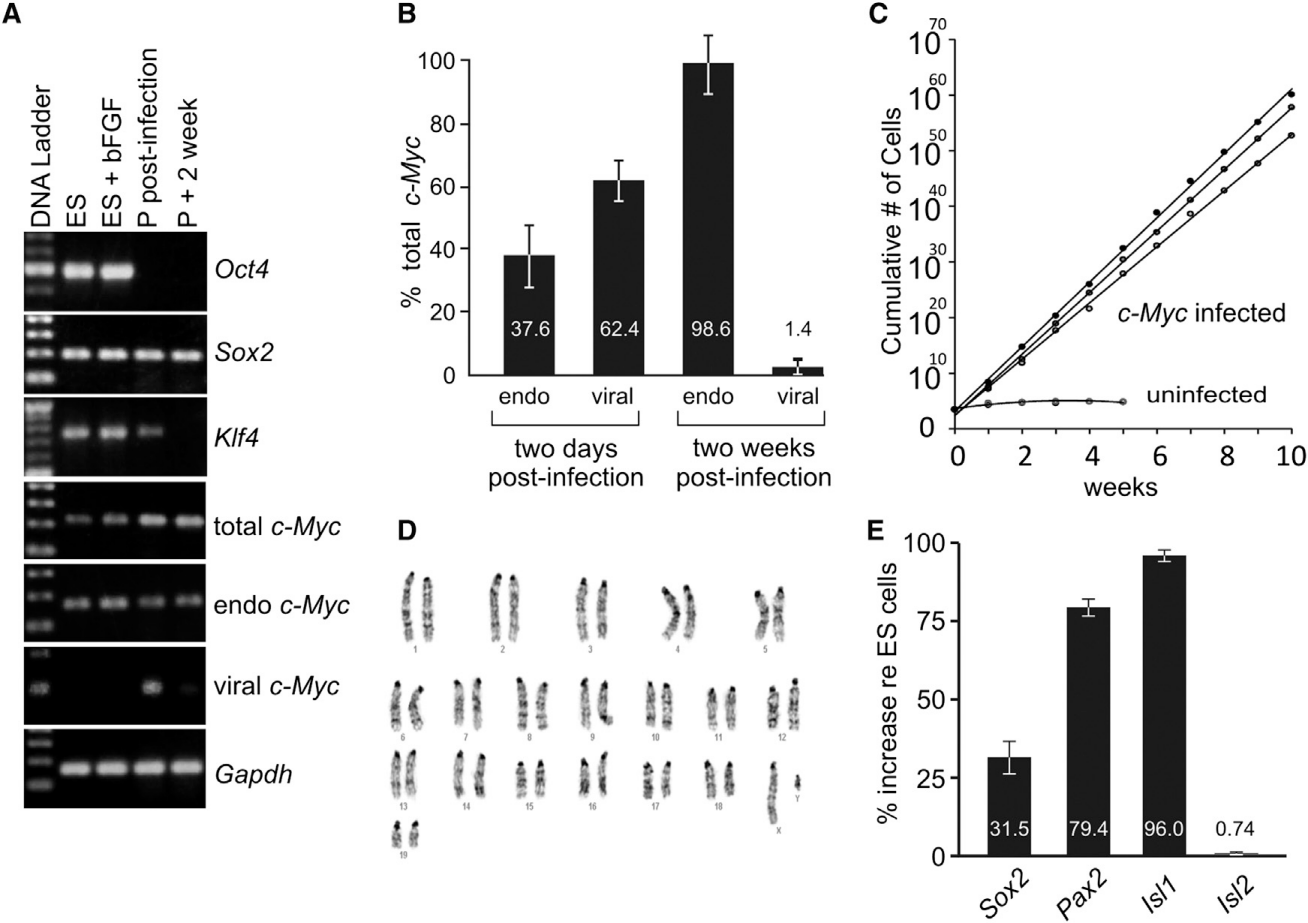
Determining Properties of Self-Renewal and Pluripotency in iMOP Cells (A) RT-PCR of stem cell factors in ESCs and progenitor cells (P) revealed the presence of *Sox2* in all conditions, and transient expression of *Klf4* and *c-Myc* after infection with a *c-Myc* retrovirus. The pluripotency gene *Oct4* was present in ESCs cultured either in ESC media or in progenitor-cell media, but was absent in progenitor cells. (B) Real-time PCR to detect the presence of both endogenous and viral *c-Myc* transcripts 2 days or 2 weeks after infection with the *c-Myc* retrovirus. After 2 weeks of culturing, less than 2% of the total *c-Myc* transcript was the viral form and the great majority was endogenous *c-Myc*, apparently due to silencing of the retroviral *c-Myc* gene. Independently derived cultures were used as replicates (n = 3); error bars are depicted as SEM. (C) Growth curves. iMOP cells continuously divided, whereas primary cells had a limited capacity to proliferate. The doubling time of the iMOP cells was ∼18 hr. (D) Karyotype of a clonal iMOP cell line. iMOP cells maintained a normal ploidy with 19 autosomes and a pair of XY chromosomes. (E) Real-time PCR of iMOP cells showed continued expression of proneurosensory transcripts *Sox2*, *Pax2*, and *Isl1*. *Isl2* served as a negative control. Independently derived cultures were used as replicates (n = 3); error bars are SEM. See also Figures S1–S4 and Table S3.

**Figure 2:**
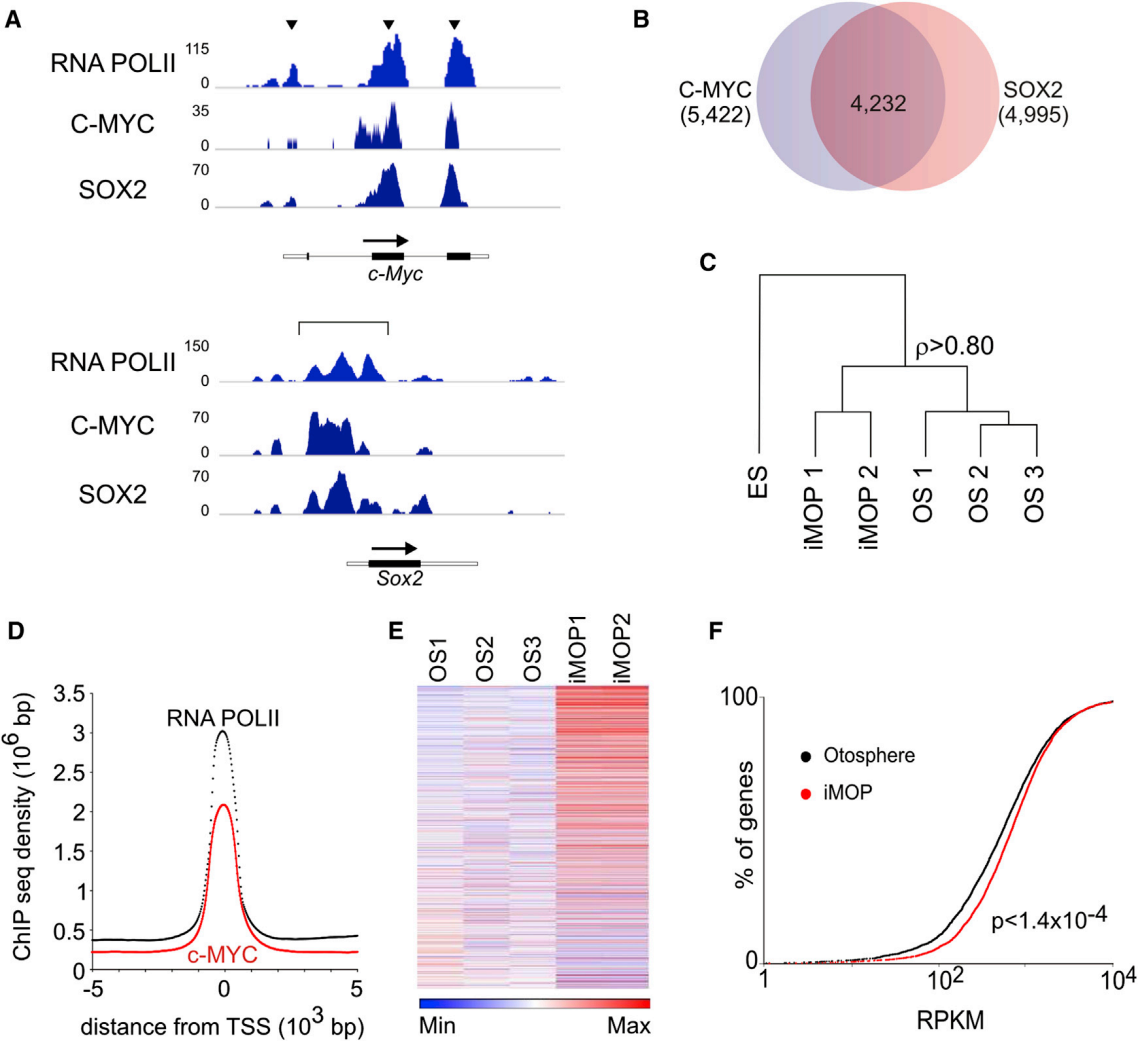
Binding Sites of C-MYC and SOX2 and Target Gene Transcript Levels in iMOP cells (A) Differential binding of C-MYC and SOX2 near RNA-POLII-binding regions at the *c-Myc* and *Sox2* genes shows enrichment patterns near promoters of *c-Myc* splice variants and *Sox2*. (B) C-MYC binds to ∼85% (4,231/4,994) of SOX2 target genes. (C) Hierarchical clustering analysis of RNA-seq samples from ESCs, iMOP cells, and otospheres (OS) using all expressed genes. Numbered samples denote RNA-seq data from individual cell lines. iMOP cells and otospheres show a high degree of correlation (Spearman’s rank correlation ρ > 0.80) (D) Quantile normalized RNA POLII and C-MYC ChIP-seq densities map ±5 kb around the TSS. (E) Relative gene expression from SOX2 and C-MYC target genes. RPKM are plotted for each gene from three otosphere samples (OS) and two iMOP samples. RPKM are plotted for each gene and the relative read counts are denoted by color. The maximum fold increase is 5,540 and the mean and median fold increases are 4.7 and 1.3, respectively. (F) SOX2 and C-MYC target genes. The cumulative distribution of normalized reads from averaged otosphere and iMOP samples is shown. C-MYC and SOX2 target genes with 1–10^4^ RPKM from otosphere and iMOP samples were plotted. The difference between the two samples is statistically significant using Welch’s two-tailed t test (p < 1.4 × 10^−4^). See also Tables S1 and S2.

**Figure 3:**
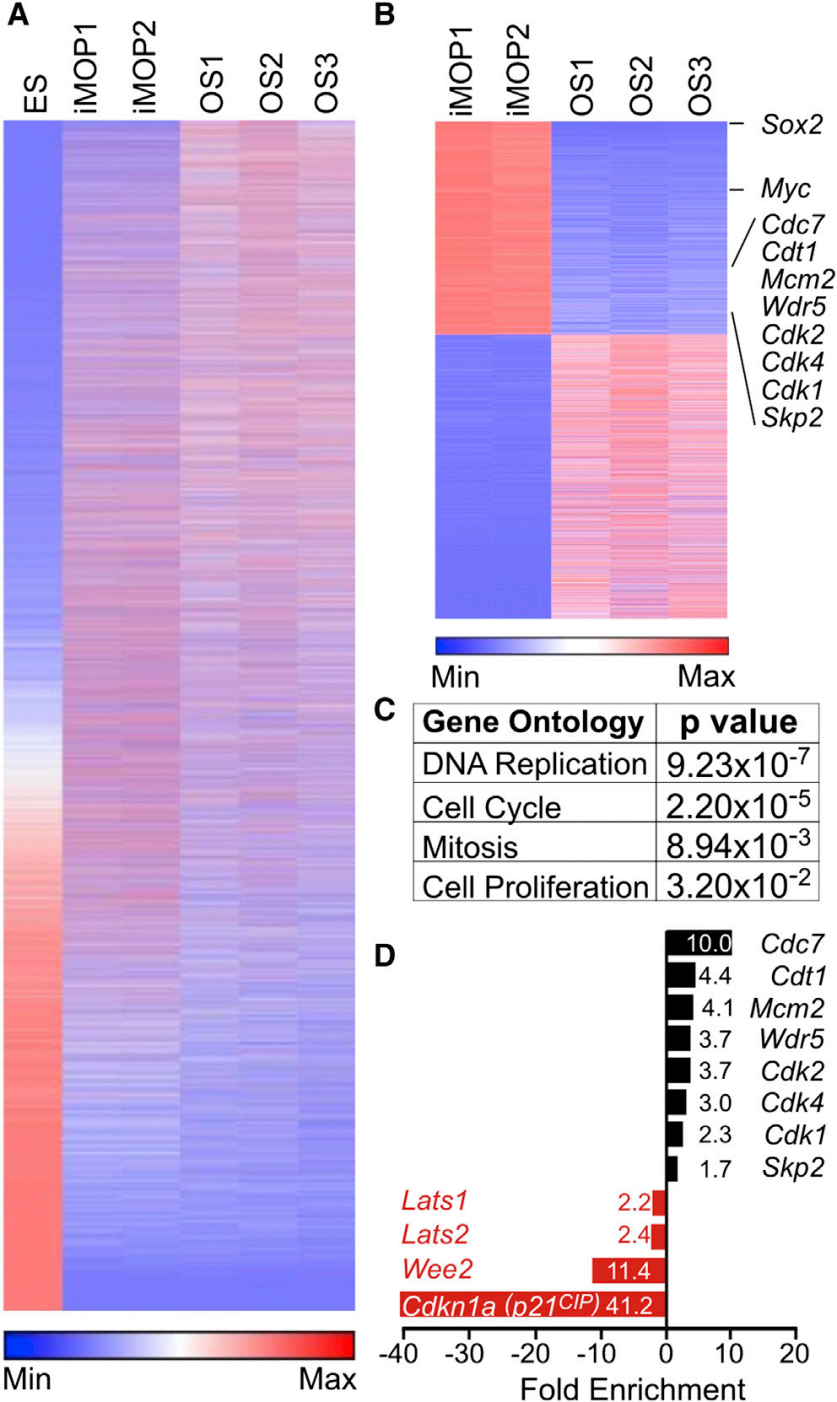
Transcriptome Comparison of iMOP and Otosphere Cells (A) Heatmap of detectable transcripts from ESC, iMOP, and otosphere (OS) RNA-seq samples, plotted with relative read counts depicted by color. (B) Differentially expressed genes from pairwise comparison between averaged iMOP samples and otospheres. Genes that displayed statistically significant differences (p < 0.05) were identified. Individual C-MYC and SOX2 target genes are noted on the heatmap on the right. (C) Functions of differentially expressed genes (p < 0.05) from iMOP and otosphere samples. The table shows pertinent biological processes based on Gene Ontology analysis and the associated p value. (D) Differential expression of significantly altered genes (p < 0.05) from Gene Ontology analysis from pairwise comparison of iMOP and OS samples.

**Figure 4:**
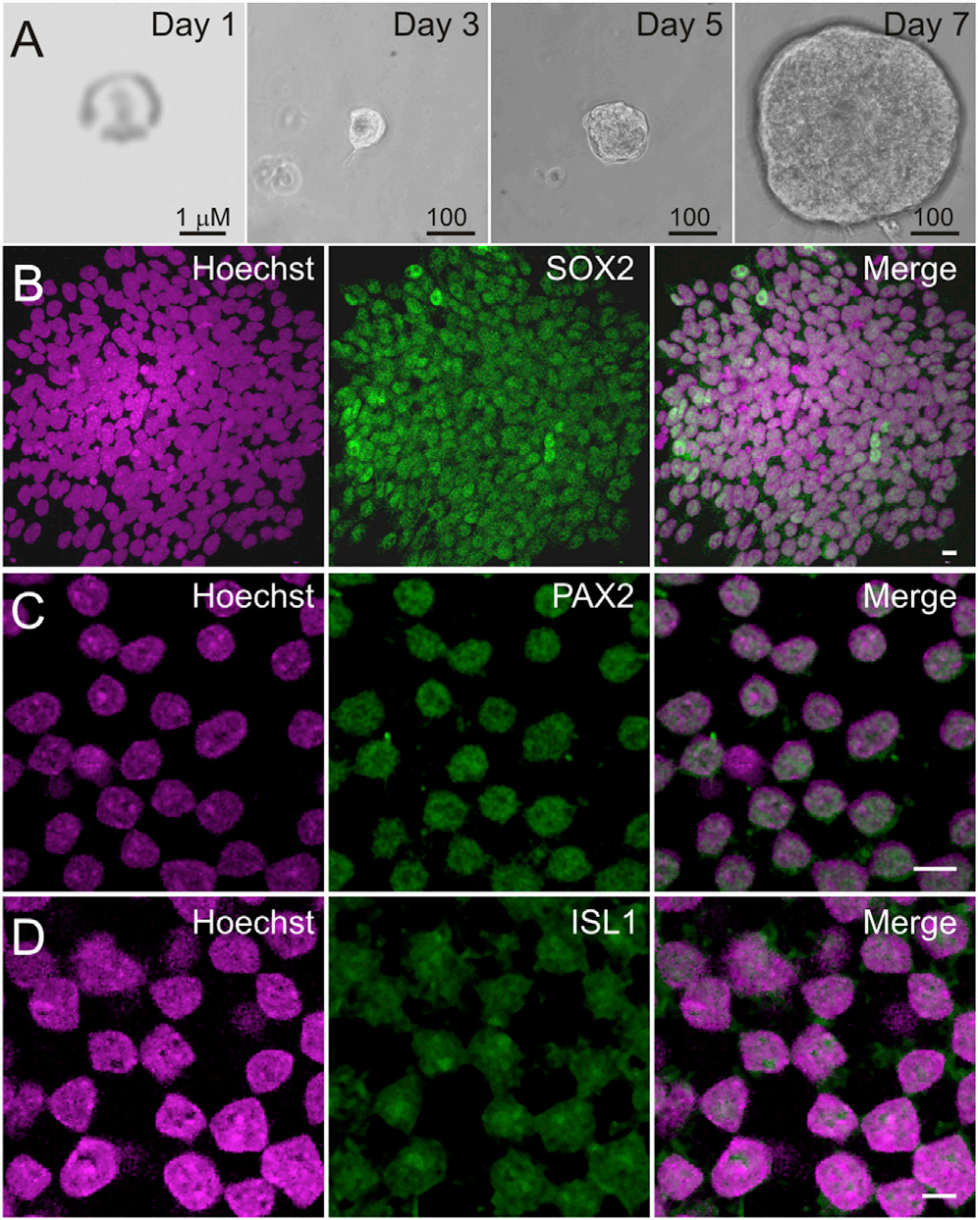
Immobilization of a Single iMOP Cell to Test for Symmetrical Self-Renewal Hoechst stain labels nuclei and antibody labeling reveals SOX2, PAX2, and ISL1 expression. (A) Tracking of a single cell embedded in Matrigel showed colony formation progressing to a multicellular otosphere. (B) iMOP colony derived from a single cell. Most cells expressed SOX2 in their nuclei. (C and D) iMOP cells also expressed (C) PAX2 and (D) ISL1. Scale bars represent 10 μm unless otherwise noted. See also Figure S5 and Table S2.

**Figure 5:**
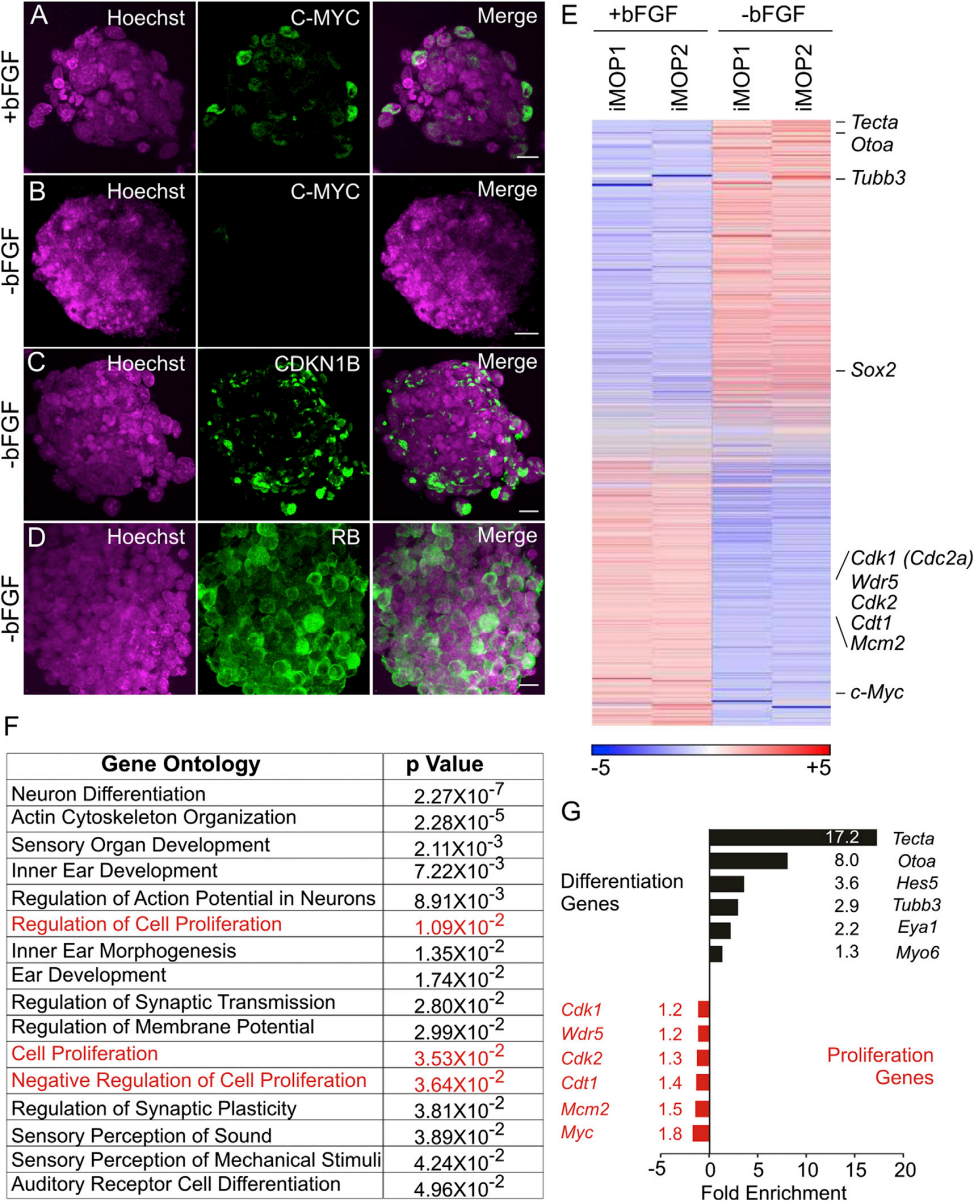
Molecular Profiling of iMOP Cells after bFGF Withdrawal (A) Nuclei of iMOP cells marked by Hoechst staining and C-MYC marked with antibody label. In the presence of bFGF, cells expressed C-MYC. (B) Removal of bFGF downregulated C-MYC expression. (C and D) Removal of bFGF also caused expression of the cell-cycle inhibitory proteins (C) CDKN1B(p27^KIP^) and (D) RB. Scale bars represent 10 μm. (E) Heatmap of all detectable genes in iMOP cells in the presence or absence of bFGF. Individual genes are listed on the right. (F) Gene Ontology analysis of differentially expressed genes (p < 0.05) revealed changes in proliferation (highlighted in red) and neuronal and otic differentiation. (G) Changes in expression levels of individual genes taken from the Gene Ontology analysis. See also Figure S6 and Table S2.

**Figure 6:**
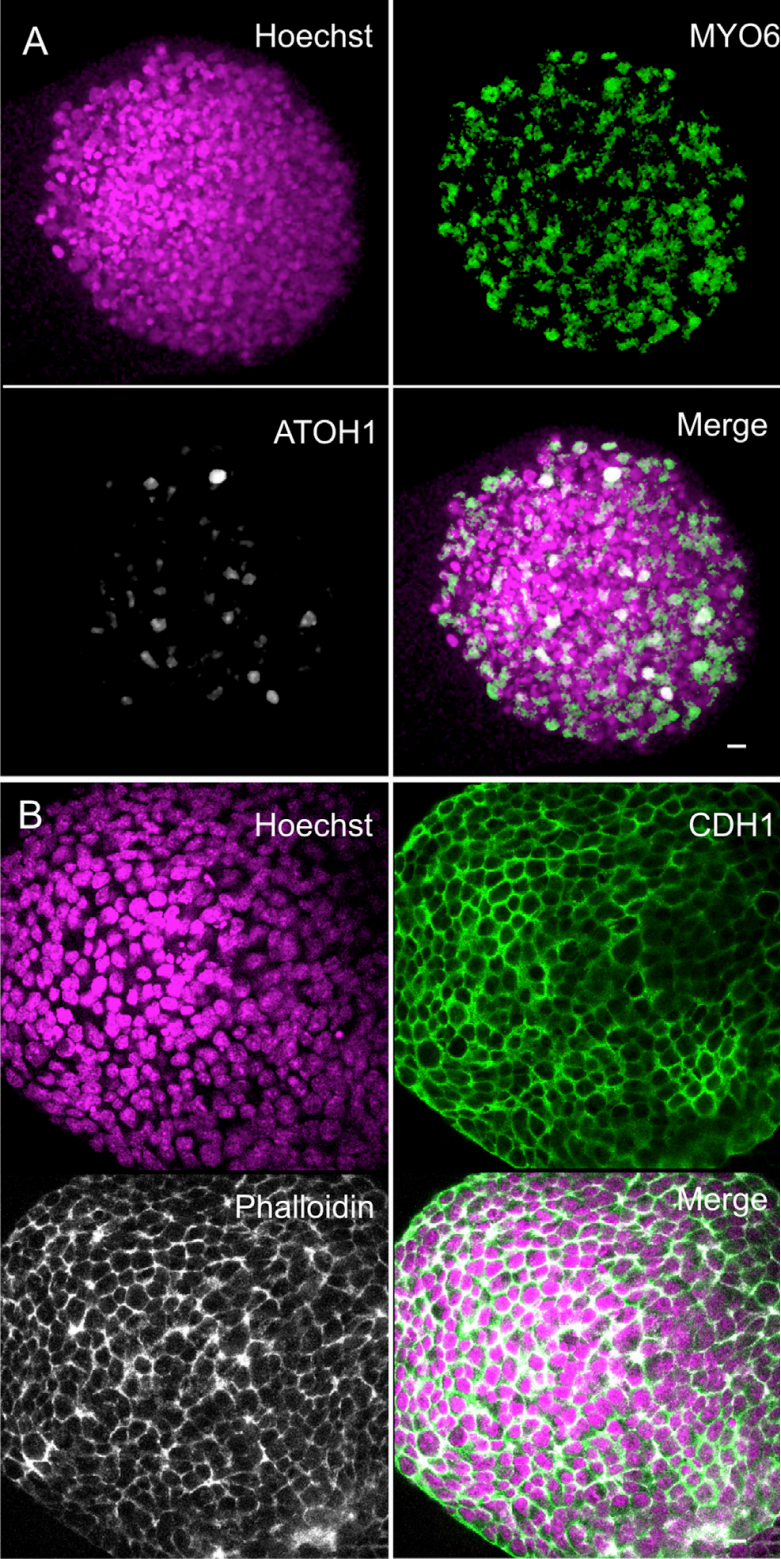
Differentiation of iMOP Cells in Suspension after bFGF Withdrawal (A) iMOP cells in an otosphere 10 days after bFGF withdrawal. Nuclei were marked by Hoechst staining and the indicated proteins were marked with antibody label. Images are merged in the last panel. Many cells showed expression of MYO6 and ATOH1. (B) Cells of another otosphere 3 days after bFGF withdrawal, showing circumferential actin bands labeled with phalloidin and adherent junctions labeled with antibodies to CDH1 (E-cadherin). Images are merged in the last panel. Scale bars represent 10 μm. See also Table S2.

**Figure 7:**
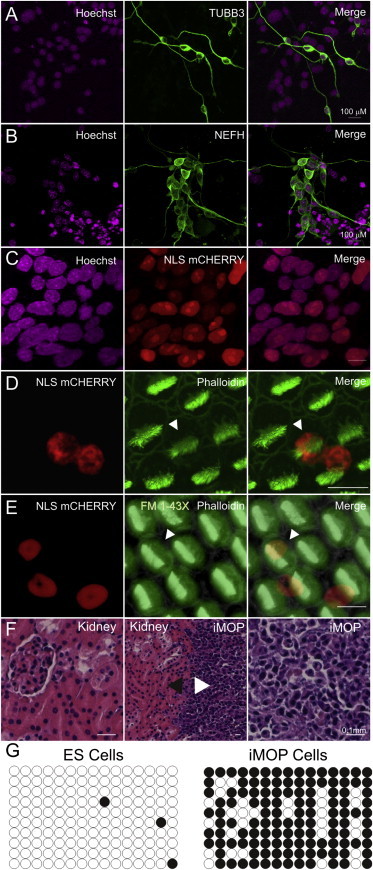
Differentiation of iMOP Cells in Different Cellular Contexts and Culture Conditions (A) iMOP cells spontaneously differentiated into neurons and are marked by TUBB3 (neuronal β-III tubulin) using a Tuj1 antibody. (B) iMOP-derived neurons are also marked by NEFH (neurofilament). (C) Nuclei of progenitor cells, marked here by Hoechst staining, were genetically labeled to express nuclear mCherry fluorescent protein. Merged fluorescence shows robust colocalization. (D) mCherry-labeled iMOP cells in chick otocysts form hair cells, as shown by phalloidin labeling of hair bundles (arrowhead), as well as supporting cells. (E) A mouse iMOP-derived hair cell (marked by arrowhead) accumulated FM1-43X to a similar extent as endogenous chick hair cells. (F) Hematoxylin and eosin staining of kidney. iMOP cells were injected into the kidney capsule and formed an encapsulated mass (white arrowhead) next to the kidney (black arrowhead). Undifferentiated iMOP cells make up the encapsulated mass. Scale bars represent 10 μm unless noted otherwise. (G) Methylation status of the *Oct4* promoter region in ESCs and iMOP cells. Each CpG dinucleotide pair along the *Oct4* regulatory region is denoted by a circle. Filled and unfilled circles correspond to methylated and unmethylated basepairs, respectively. Ten sequences were analyzed for each cell line. See also Figure S6 and Table S2.

## References

[bib1] Ang Y.S., Tsai S.Y., Lee D.F., Monk J., Su J., Ratnakumar K., Ding J., Ge Y., Darr H., Chang B. (2011). Wdr5 mediates self-renewal and reprogramming via the embryonic stem cell core transcriptional network. Cell.

[bib2] Appler J.M., Goodrich L.V. (2011). Connecting the ear to the brain: molecular mechanisms of auditory circuit assembly. Prog. Neurobiol..

[bib3] Burns J.C., Yoo J.J., Atala A., Jackson J.D. (2012). MYC gene delivery to adult mouse utricles stimulates proliferation of postmitotic supporting cells in vitro. PLoS ONE.

[bib4] Burns J.C., On D., Baker W., Collado M.S., Corwin J.T. (2012). Over half the hair cells in the mouse utricle first appear after birth, with significant numbers originating from early postnatal mitotic production in peripheral and striolar growth zones. J. Assoc. Res. Otolaryngol..

[bib5] Burton Q., Cole L.K., Mulheisen M., Chang W., Wu D.K. (2004). The role of Pax2 in mouse inner ear development. Dev. Biol..

[bib6] Cartwright P., McLean C., Sheppard A., Rivett D., Jones K., Dalton S. (2005). LIF/STAT3 controls ES cell self-renewal and pluripotency by a Myc-dependent mechanism. Development.

[bib7] Chen P., Segil N. (1999). p27(Kip1) links cell proliferation to morphogenesis in the developing organ of Corti. Development.

[bib8] Chen P., Johnson J.E., Zoghbi H.Y., Segil N. (2002). The role of Math1 in inner ear development: Uncoupling the establishment of the sensory primordium from hair cell fate determination. Development.

[bib9] Diensthuber M., Oshima K., Heller S. (2009). Stem/progenitor cells derived from the cochlear sensory epithelium give rise to spheres with distinct morphologies and features. J. Assoc. Res. Otolaryngol..

[bib10] Doetzlhofer A., White P.M., Johnson J.E., Segil N., Groves A.K. (2004). In vitro growth and differentiation of mammalian sensory hair cell progenitors: a requirement for EGF and periotic mesenchyme. Dev. Biol..

[bib11] Domínguez-Frutos E., López-Hernández I., Vendrell V., Neves J., Gallozzi M., Gutsche K., Quintana L., Sharpe J., Knoepfler P.S., Eisenman R.N. (2011). N-myc controls proliferation, morphogenesis, and patterning of the inner ear. J. Neurosci..

[bib12] Endo T., Nakagawa T., Lee J.E., Dong Y., Kim T.S., Iguchi F., Taniguchi Z., Naito Y., Ito J. (2002). Alteration in expression of p27 in auditory epithelia and neurons of mice during degeneration. Neurosci. Lett..

[bib13] Fantes J., Ragge N.K., Lynch S.A., McGill N.I., Collin J.R., Howard-Peebles P.N., Hayward C., Vivian A.J., Williamson K., van Heyningen V., FitzPatrick D.R. (2003). Mutations in SOX2 cause anophthalmia. Nat. Genet..

[bib14] Fouse S.D., Shen Y., Pellegrini M., Cole S., Meissner A., Van Neste L., Jaenisch R., Fan G. (2008). Promoter CpG methylation contributes to ES cell gene regulation in parallel with Oct4/Nanog, PcG complex, and histone H3 K4/K27 trimethylation. Cell Stem Cell.

[bib15] Groves A.K., Bronner-Fraser M. (2000). Competence, specification and commitment in otic placode induction. Development.

[bib16] Hagstrom S.A., Pauer G.J., Reid J., Simpson E., Crowe S., Maumenee I.H., Traboulsi E.I. (2005). SOX2 mutation causes anophthalmia, hearing loss, and brain anomalies. Am. J. Med. Genet. A..

[bib17] Hasson T., Gillespie P.G., Garcia J.A., MacDonald R.B., Zhao Y., Yee A.G., Mooseker M.S., Corey D.P. (1997). Unconventional myosins in inner-ear sensory epithelia. J. Cell Biol..

[bib18] Hotta A., Ellis J. (2008). Retroviral vector silencing during iPS cell induction: an epigenetic beacon that signals distinct pluripotent states. J. Cell. Biochem..

[bib19] Hu Z., Corwin J.T. (2007). Inner ear hair cells produced in vitro by a mesenchymal-to-epithelial transition. Proc. Natl. Acad. Sci. USA.

[bib20] Huang M., Sage C., Li H., Xiang M., Heller S., Chen Z.Y. (2008). Diverse expression patterns of LIM-homeodomain transcription factors (LIM-HDs) in mammalian inner ear development. Dev. Dyn..

[bib21] Ivanova N., Dobrin R., Lu R., Kotenko I., Levorse J., DeCoste C., Schafer X., Lun Y., Lemischka I.R. (2006). Dissecting self-renewal in stem cells with RNA interference. Nature.

[bib22] Jiang H., Wang L., Beier K.T., Cepko C.L., Fekete D.M., Brigande J.V. (2013). Lineage analysis of the late otocyst stage mouse inner ear by transuterine microinjection of a retroviral vector encoding alkaline phosphatase and an oligonucleotide library. PLoS ONE.

[bib23] Kiernan A.E., Pelling A.L., Leung K.K., Tang A.S., Bell D.M., Tease C., Lovell-Badge R., Steel K.P., Cheah K.S. (2005). Sox2 is required for sensory organ development in the mammalian inner ear. Nature.

[bib24] Koehler K.R., Mikosz A.M., Molosh A.I., Patel D., Hashino E. (2013). Generation of inner ear sensory epithelia from pluripotent stem cells in 3D culture. Nature.

[bib25] Kopecky B., Santi P., Johnson S., Schmitz H., Fritzsch B. (2011). Conditional deletion of N-Myc disrupts neurosensory and non-sensory development of the ear. Dev. Dyn..

[bib26] Kopecky B.J., Jahan I., Fritzsch B. (2013). Correct timing of proliferation and differentiation is necessary for normal inner ear development and auditory hair cell viability. Dev. Dyn..

[bib27] Kujawa S.G., Liberman M.C. (2009). Adding insult to injury: cochlear nerve degeneration after “temporary” noise-induced hearing loss. J. Neurosci..

[bib28] Kwan K.M., Fujimoto E., Grabher C., Mangum B.D., Hardy M.E., Campbell D.S., Parant J.M., Yost H.J., Kanki J.P., Chien C.B. (2007). The Tol2kit: a multisite gateway-based construction kit for Tol2 transposon transgenesis constructs. Dev. Dyn..

[bib29] Laine H., Doetzlhofer A., Mantela J., Ylikoski J., Laiho M., Roussel M.F., Segil N., Pirvola U. (2007). p19(Ink4d) and p21(Cip1) collaborate to maintain the postmitotic state of auditory hair cells, their codeletion leading to DNA damage and p53-mediated apoptosis. J. Neurosci..

[bib30] Laine H., Sulg M., Kirjavainen A., Pirvola U. (2010). Cell cycle regulation in the inner ear sensory epithelia: role of cyclin D1 and cyclin-dependent kinase inhibitors. Dev. Biol..

[bib31] Lee Y.S., Liu F., Segil N. (2006). A morphogenetic wave of p27Kip1 transcription directs cell cycle exit during organ of Corti development. Development.

[bib32] Li H., Liu H., Heller S. (2003). Pluripotent stem cells from the adult mouse inner ear. Nat. Med..

[bib33] Li H., Liu H., Corrales C.E., Mutai H., Heller S. (2004). Correlation of Pax-2 expression with cell proliferation in the developing chicken inner ear. J. Neurobiol..

[bib34] Li H., Liu H., Sage C., Huang M., Chen Z.Y., Heller S. (2004). Islet-1 expression in the developing chicken inner ear. J. Comp. Neurol..

[bib35] Lin C.Y., Lovén J., Rahl P.B., Paranal R.M., Burge C.B., Bradner J.E., Lee T.I., Young R.A. (2012). Transcriptional amplification in tumor cells with elevated c-Myc. Cell.

[bib36] Liu Z., Walters B.J., Owen T., Brimble M.A., Steigelman K.A., Zhang L., Mellado Lagarde M.M., Valentine M.B., Yu Y., Cox B.C., Zuo J. (2012). Regulation of p27Kip1 by Sox2 maintains quiescence of inner pillar cells in the murine auditory sensory epithelium. J. Neurosci..

[bib37] Malynn B.A., de Alboran I.M., O’Hagan R.C., Bronson R., Davidson L., DePinho R.A., Alt F.W. (2000). N-myc can functionally replace c-myc in murine development, cellular growth, and differentiation. Genes Dev..

[bib38] Meissner A., Mikkelsen T.S., Gu H., Wernig M., Hanna J., Sivachenko A., Zhang X., Bernstein B.E., Nusbaum C., Jaffe D.B. (2008). Genome-scale DNA methylation maps of pluripotent and differentiated cells. Nature.

[bib39] Meyers J.R., MacDonald R.B., Duggan A., Lenzi D., Standaert D.G., Corwin J.T., Corey D.P. (2003). Lighting up the senses: FM1-43 loading of sensory cells through nonselective ion channels. J. Neurosci..

[bib40] Nie Z., Hu G., Wei G., Cui K., Yamane A., Resch W., Wang R., Green D.R., Tessarollo L., Casellas R. (2012). c-Myc is a universal amplifier of expressed genes in lymphocytes and embryonic stem cells. Cell.

[bib41] Oshima K., Grimm C.M., Corrales C.E., Senn P., Martinez Monedero R., Géléoc G.S., Edge A., Holt J.R., Heller S. (2007). Differential distribution of stem cells in the auditory and vestibular organs of the inner ear. J. Assoc. Res. Otolaryngol..

[bib42] Oshima K., Shin K., Diensthuber M., Peng A.W., Ricci A.J., Heller S. (2010). Mechanosensitive hair cell-like cells from embryonic and induced pluripotent stem cells. Cell.

[bib43] Puligilla C., Dabdoub A., Brenowitz S.D., Kelley M.W. (2010). Sox2 induces neuronal formation in the developing mammalian cochlea. J. Neurosci..

[bib44] Radde-Gallwitz K., Pan L., Gan L., Lin X., Segil N., Chen P. (2004). Expression of Islet1 marks the sensory and neuronal lineages in the mammalian inner ear. J. Comp. Neurol..

[bib45] Raft S., Koundakjian E.J., Quinones H., Jayasena C.S., Goodrich L.V., Johnson J.E., Segil N., Groves A.K. (2007). Cross-regulation of Ngn1 and Math1 coordinates the production of neurons and sensory hair cells during inner ear development. Development.

[bib46] Rau A., Legan P.K., Richardson G.P. (1999). Tectorin mRNA expression is spatially and temporally restricted during mouse inner ear development. J. Comp. Neurol..

[bib47] Rebuzzini P., Neri T., Zuccotti M., Redi C.A., Garagna S. (2008). Chromosome number variation in three mouse embryonic stem cell lines during culture. Cytotechnology.

[bib48] Ruben R.J. (1967). Development of the inner ear of the mouse: a radioautographic study of terminal mitoses. Acta Otolaryngol..

[bib49] Sage C., Huang M., Vollrath M.A., Brown M.C., Hinds P.W., Corey D.P., Vetter D.E., Chen Z.Y. (2006). Essential role of retinoblastoma protein in mammalian hair cell development and hearing. Proc. Natl. Acad. Sci. USA.

[bib50] Sapède D., Dyballa S., Pujades C. (2012). Cell lineage analysis reveals three different progenitor pools for neurosensory elements in the otic vesicle. J. Neurosci..

[bib51] Si F., Brodie H., Gillespie P.G., Vazquez A.E., Yamoah E.N. (2003). Developmental assembly of transduction apparatus in chick basilar papilla. J. Neurosci..

[bib52] Stadtfeld M., Hochedlinger K. (2010). Induced pluripotency: history, mechanisms, and applications. Genes Dev..

[bib53] Suh H., Consiglio A., Ray J., Sawai T., D’Amour K.A., Gage F.H. (2007). In vivo fate analysis reveals the multipotent and self-renewal capacities of Sox2+ neural stem cells in the adult hippocampus. Cell Stem Cell.

[bib54] Takahashi K., Yamanaka S. (2006). Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. Cell.

[bib55] Wernig M., Meissner A., Cassady J.P., Jaenisch R. (2008). c-Myc is dispensable for direct reprogramming of mouse fibroblasts. Cell Stem Cell.

[bib56] Whitlon D.S., Zhang X., Pecelunas K., Greiner M.A. (1999). A temporospatial map of adhesive molecules in the organ of Corti of the mouse cochlea. J. Neurocytol..

[bib57] Xu P.X., Adams J., Peters H., Brown M.C., Heaney S., Maas R. (1999). Eya1-deficient mice lack ears and kidneys and show abnormal apoptosis of organ primordia. Nat. Genet..

[bib58] Zheng J.L., Helbig C., Gao W.Q. (1997). Induction of cell proliferation by fibroblast and insulin-like growth factors in pure rat inner ear epithelial cell cultures. J. Neurosci..

[bib59] Zine A., Aubert A., Qiu J., Therianos S., Guillemot F., Kageyama R., de Ribaupierre F. (2001). Hes1 and Hes5 activities are required for the normal development of the hair cells in the mammalian inner ear. J. Neurosci..

[bib60] Zwaenepoel I., Mustapha M., Leibovici M., Verpy E., Goodyear R., Liu X.Z., Nouaille S., Nance W.E., Kanaan M., Avraham K.B. (2002). Otoancorin, an inner ear protein restricted to the interface between the apical surface of sensory epithelia and their overlying acellular gels, is defective in autosomal recessive deafness DFNB22. Proc. Natl. Acad. Sci. USA.

How the deposited data were processed for this re-analysis (not part of the article)

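ChIP-seq of proliferating iMOP cells, a mouse otic progenitor line, was analysed for 3 antibodies (RNA POLII, C-MYC and SOX2) with 2 biological replicates each. Peaks of the input DNA sample are not in the files analysed here, and neither are the RNA-seq data.

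The authors called peaks in each replicate and deposited a list of peaks per replicate. The number of tags in a peak is a raw count, which the authors did not scale for library size. The authors gave for each peak 10 times the −log10 of a p-value, and no list holds a p-value above 1e-05. The fold enrichment is a linear ratio of a peak over its background as the authors deposited it, and which background was used is not stated. The deposited positions, in the columns for start, end, length and summit, are in bases on a genome build that is not named, and coordinates are given here as the files give them. The aligner, the peak caller and the filters are not stated in the main text of the article or in the files. The article's Supplemental Experimental Procedures were not available here, and may state these, the background and the build. The column names are those of the MACS program.

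The lists held from 26637 to 53528 peaks and from 1705241 to 4488517 tags within peaks. With such numbers of peaks, the 95% Wilson intervals of the shares are narrow, and the spread between replicates sets the precision.

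Everything else was computed from these lists with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Peaks overlapped when they shared at least 1 bp. The overlap counts were compared with those of bedtools 2.31.1 for all 30 ordered pairs of samples and were the same in all 30, and the scripts were tested on simulated peaks, where all 6 simulated quantities were recovered within the tolerance set. POLII sites are merged POLII peaks that hold a peak of both POLII replicates, and a site was called bound by C-MYC or SOX2 when both replicates of that factor had a peak on it. The association of C-MYC and SOX2 across POLII sites was tested with Fisher's exact test. The overlap of SOX2 with C-MYC peaks was compared with 100 circular shifts of the SOX2 peaks along each chromosome, with a fixed seed. The end of a chromosome was taken as the largest peak end in any list. Distances between summits were counted within 1 kb among those within 5 kb.

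The designs and the alternatives written before the processed files arrived were for target genes and for distances to TSSs. No annotation of the files' build was given and the files name no genes, so these could not be computed. The overlap of SOX2 with C-MYC peaks was run as designed. The results on POLII sites and on distances to POLII summits, and all their alternatives, were set up after the files had been seen, as was the alternative that leaves out a region of chromosome 6. The alternatives were a bound call from either replicate, summits in the site, a distance of 5 kb from the site, the 50% of each list's peaks with the highest score, the same number of peaks (26637) from every list, an overlap of at least 50% of the shorter peak, edge distances, all peaks as the denominator, a peak of both POLII replicates, and leaving out each replicate. The rule for named genes, set before the files arrived, was to name every gene the paper names as a target or in its cell-cycle lists, and, where the files name no genes and no annotation of their build is given, only genes whose position the paper gives. The paper gives no positions, so no gene was placed, and the binding at the *c-Myc* and *Sox2* genes was not analysed.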

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

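The POLII replicates had few peaks in common. In POLII replicate 1, 75.96% of the peaks overlapped no peak of the other 5 ChIP samples, against 9.49% to 19.17% in those samples. Only 0.435% of its peaks lay on chromosome X, against 1.82% to 2.21% in the others. Both values stood apart from those of the other samples by a larger part of the range of the 6 samples than Dixon's test allows at the 95% level. These were 2 of the 18 gaps tested, for the lowest and highest sample of 9 measures, and chance alone flags at most about 1 in 20. The 6 samples differ in antibody, so they are not replicates of a single condition. Several technical explanations were tested, all with predictions written before the values were seen, except the number of peaks. If weak peaks near the calling threshold were the reason, the 50% of replicate 1 peaks with the highest score should overlap replicate 2 at least 2 times as often as the rest, and the ratio was 1.80 (12.6% against 7.02%). For background peaks in replicate 1, the prediction was an overlap with replicate 2 less than 2 times that of shifted peaks, and it was 4.63 times the mean of the shifts (the overlap of 9.8% had been seen before this prediction, the shifts had not). That prediction holds only if nearly all peaks are background. A small part of real peaks among mostly background peaks could give the same excess, so the pattern cannot be told apart from a replicate made up mostly of background. Cut to the same number of peaks, the POLII replicates shared 11.0%, and the SOX2 replicates 54.4%, so the number of peaks did not explain it. Cut in the same way, POLII replicate 1 overlapped SOX2 replicate 1 most, at 16.5%, which was the outcome predicted for a mislabelled sample. These samples also held the smallest shares of tags on distal chromosome 6, at 0.589% and 0.319%, against 1.69% to 6.06% in the rest. Something other than the antibody may therefore be common to them, and the overlap does not single out a wrong label. All pairs among the other 5 samples shared at least 54.4%, so POLII replicate 1 resembled none of the antibodies closely, and a mislabelled sample may be part of the explanation but was not identified. For the small share on chromosome X, the explanation tested was a loss of peaks near the threshold on a chromosome present in a single copy. The ratio of the share of X peaks among the higher-scoring peaks to that among the rest was 0.879, where at least 2 had been predicted. That prediction does not separate the explanations, since none of the other 5 samples reached 2 (1.21 to 1.96). A single copy could also lower the scores of the X peaks that remain. The ratios above 1 in the other 5 samples show no such lowering there. The small share therefore cannot be told apart from such a loss. No biological explanation was tested, since the design holds no condition that separates the POLII replicates.

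Tags were concentrated on distal chromosome 6 in 4 of the 6 samples. In a scan of the genome in bins of 1 Mb, the longest run of bins whose share of tags differed by at least 4 times between samples ran over 7 Mb of chromosome 6, from 142000001 to 149000000 in the coordinates of the files, and the next longest run held 2 bins. The region held 3.84% and 3.44% of the tags in peaks of C-MYC replicates 1 and 2, 6.06% in SOX2 replicate 2 and 1.69% in POLII replicate 2, but 0.319% in SOX2 replicate 1 and 0.589% in POLII replicate 1. The paper does not report on this region, which was picked from the data. In SOX2 replicate 2, a peak of 79316 bp, from 145253622 to 145332937, held 40594 tags. If a few peaks were the reason, leaving out the 10 largest peaks of the region should remove the excess, and the lowest remaining share among the 4 samples, in POLII replicate 2, was 3.46 times that of SOX2 replicate 1. In SOX2 replicate 2, most of the excess did lie in these peaks: its share fell from 6.06% to 2.13%, and the share of SOX2 replicate 1 without its own 10 largest peaks was 0.212%. In the C-MYC replicates, 3.30% and 2.94% remained. The shares did not follow the depth of the samples: over the 6 samples, Spearman's rho with the tags in peaks was 0.086 (exact permutation p = 0.919) and Pearson's r was -0.212 (exact permutation p = 0.693). Without the 2 samples farthest from the median of the tags in peaks, r was -0.600. The prediction on depth was written after the shares had been seen. A gain in copy number in the cells of these 4 samples is a candidate explanation. It predicts that nearly all peaks of the region shared with SOX2 replicate 1 are raised. Tags per base were compared relative to SOX2 replicate 1. Among the 4 samples, at least 90.9% of the shared peaks exceeded the median peak outside the region. In POLII replicate 1, 70.5% did. The region was picked because its share of tags differed between samples. A rise in its peaks partly follows from that choice, so the test alone cannot establish a gain. The median rise was 3.55 and 3.59 times in the C-MYC replicates, 3.01 times in SOX2 replicate 2 and 2.23 times in POLII replicate 2, against 1.19 times in POLII replicate 1. These ratios rest on 33 to 104 shared peaks per sample. The predictions on copy number and on the largest peaks were written before their tests. Whether the replicates came from different cultures or lines, or whether samples were exchanged, cannot be told from the files, and the input DNA that could show a gain directly is not in the files analysed here. The paper reports a normal karyotype for a clonal iMOP line (Figure 1D).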

How the results depend on the processing

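Of 145 recomputed values, 108 stayed within the spread between replicates, within 1.5 times the main count or on the same side of their test, and 37 moved. The alternatives for the overlap of SOX2 with C-MYC peaks were set before the processed files arrived, apart from leaving out the chromosome 6 region. All others were chosen after seeing the data. The overlap of SOX2 with C-MYC peaks stayed above every shift in all of its alternatives, and the odds ratio across POLII sites stayed above 1. The size of that odds ratio was not stable. It ran from 3.01 with the higher-scoring peaks to 67.2 without POLII replicate 2. The share of SOX2-bound POLII sites also bound by C-MYC, and the share without C-MYC, moved by less than the spread over the 8 choices of replicates, but that spread is wide (SD 18.6 for the first) because of POLII replicate 1. The mean share of peaks that the POLII replicates have in common, 13.2%, was 10.0% to 13.1% under its alternatives, and that of the SOX2 replicates, 52.0%, was 51.7% to 54.4%. Both stayed within the spread between the directions of the overlap, which is wide (SD 4.7 and 14.6). Leaving out the chromosome 6 region moved none of the results.

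The counts of sites moved most. With a peak in either replicate there were 80050 POLII sites, of which 30616 were bound by SOX2, 26800 by C-MYC and 22828 by both. With the 50% of peaks with the highest score, these counts were 2002, 972, 1600 and 860, and with the same number of peaks from every list 2939, 1702, 1859 and 1349. Across the 6 analyses that each left out a replicate, there were 5229 to 53528 POLII sites, 2819 to 14081 bound by SOX2, 3630 to 21568 by C-MYC and 2510 to 12995 by both. The upper ends come from leaving out a POLII replicate: requiring both POLII replicates removes most POLII sites, since they overlap at only 9.8% and 16.5% of their peaks.

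With all peaks as the denominator, the share of summits within 1 kb of a POLII summit was 33.7% for C-MYC, 39.8% for SOX2 and 13.7% for POLII against its other replicate, because peaks farther than 5 kb from POLII then count. The POLII share also moved to 57.0% with edge distances, 61.9% with the higher-scoring peaks and 59.4% with the same number of peaks. Leaving out a replicate could not be done for shares between replicates, which need both.

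The mean share of peaks on a POLII peak of either replicate, 57.6% for C-MYC and 67.7% for SOX2, fell to 8.7% and 11.1% when a peak of both POLII replicates was required. With the higher-scoring peaks it was 59.5% and 66.3%, and with the same number of peaks 68.3% and 68.7%. With an overlap of at least 50% of the shorter peak, it was 67.4% for SOX2, a small change beside a small spread between replicates (SD 0.19). Across the 4 analyses that each left out a replicate, it ran from 13.7% to 58.2% for C-MYC and from 19.8% to 67.9% for SOX2, lowest without POLII replicate 2, whose peaks account for most of the overlap. The mean share of peaks in common between the C-MYC replicates rose from 82.9% to 88.4% with the higher-scoring peaks and to 87.6% with the same number of peaks, as weak peaks are shared less often.

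Target genes, distances to TSSs, protein-coding genes only, assignment to the nearest TSS, promoter windows of 1 kb and the peaks at the *c-Myc* and *Sox2* genes were planned but not run, because no annotation of the files' build was given. The replicate block was not run because no result compares groups of samples in a fitted model. The depth is known only as tags within peaks, so a site without a peak cannot be told from a site below the calling threshold.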

Other observations

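The SOX2 replicates shared fewer peaks with each other than with C-MYC. SOX2 replicate 1 overlapped SOX2 replicate 2 at 41.7% of its peaks and the C-MYC replicates at 59.5% and 60.4%. SOX2 replicate 2 overlapped SOX2 replicate 1 at 62.3% and the C-MYC replicates at 70.6% and 71.7%. The pattern was not limited to C-MYC. POLII replicate 2 was overlapped by 55.2% of the peaks of SOX2 replicate 1 and 62.9% of those of SOX2 replicate 2. Cut to the same number of peaks, these shares were 68.4% and 58.3%. POLII replicate 1 was overlapped less often, by 23.9% and 15.8% of all peaks of the SOX2 replicates. On average, the SOX2 replicates shared 52.0% of their peaks with each other and 65.5% with C-MYC. With the same number of peaks from every list, these means were 54.4% and 61.8%, so the number of peaks accounts for a large part of the difference but not for all of it. For SOX2 replicate 2, the shares with the C-MYC replicates were then 58.3% and 58.8%, close to the 54.4% between the SOX2 replicates. For SOX2 replicate 1 they were 64.8% and 65.2%, farther from the 54.4%. The prediction on the number of peaks was written after these values were seen. Sites that every antibody enriches are a candidate explanation, and it was predicted beforehand that the SOX2 replicates would then share more with each other than with C-MYC away from POLII peaks. They did not, with 19.1% shared between the SOX2 replicates and 36.6% with C-MYC. Sites that every antibody enriches need not carry a POLII peak, so the test cannot decide and this explanation stays open. The SOX2 replicates may also come from different cell populations, as their shares of tags on distal chromosome 6 differed 19.0 times, a value seen before this explanation was written down. Of the tags of SOX2 replicate 2 in that region, most lie in a few large peaks, and without the 10 largest peaks of the region the shares were 2.13% and 0.212%. The pattern cannot be told apart from such a difference. No biological explanation was tested.

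Technical explanations of the overlap between SOX2 and C-MYC peaks were tested with predictions written beforehand. Enrichment shared by all antibodies at POLII sites predicts that SOX2 peaks away from POLII overlap C-MYC no more often than shifted peaks, and 36.6% did, against at most 2.84% in 100 shifts. The POLII sites were split into 5 equal strata by POLII tags. Within them, the common odds ratio of C-MYC and SOX2 binding (Mantel-Haenszel) was 4.05, below the 7.41 of all sites together. The strength of POLII binding therefore accounts for at least a part of the association. POLII tags still vary within a stratum, so whether POLII strength accounts for all of the association cannot be told. From the stratum with the fewest POLII tags to that with the most, C-MYC was found at 58.9% to 99.4% of the SOX2-bound sites. Across all sites of the same strata, C-MYC was found at 29.3% to 97.0%. The odds ratio differed between strata, from 2.45 in the middle stratum to 28.2 in that with the most tags. Wide peaks that overlap by chance predict summits as far apart as in shifted peaks, and the median distance was 49.25 bp, against at least 425 bp in the shifts. Fragments that many antibodies pull down could also raise the overlap away from POLII. That was not tested, since it needs the input DNA or a control antibody, so the 36.6% cannot be told apart from it.

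The SOX2 peaks without C-MYC were mostly weak. Averaged over the pairs of replicates, 14.5% of the 50% of SOX2 peaks with the highest score had no C-MYC peak, against 54.5% of the rest. This test was written after the overlap by score had been seen. Peaks near the calling threshold may therefore make up a part of the sites called exclusive to SOX2, and a weak C-MYC signal there could have been missed. The test covers all SOX2 peaks and not only those at POLII sites. At POLII sites, the share without C-MYC did not fall with the higher-scoring peaks of every list (9.57%, against 9.19% with all peaks). The C-MYC lists were cut there too, so that comparison cannot decide.

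C-MYC and SOX2 peaks of all 4 replicates overlapped in 14495 regions, of which 1247 (8.60%, 95% Wilson confidence interval 8.16 to 9.07) had no POLII peak in either POLII replicate.

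A peak on chromosome 17, from 39979820 to 39985888 in C-MYC replicate 2, was among the 3 peaks with the most tags in every sample but POLII replicate 1, which had no peak there. It held 4056 tags in POLII replicate 2, 1957 and 2071 tags in the C-MYC replicates, and 6094 and 5952 tags in the SOX2 replicates, with fold enrichments of 1.95 to 3.78. These were below the median fold enrichment over all peaks of the same samples, which was 6.61 to 10.64. Without the input DNA, a signal there that does not depend on the antibody cannot be told apart from binding.

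The headings of the paper's Table S1 give 1187 genes for C-MYC only, 590 for SOX2 only and 4232 for both. They sum to 5419 C-MYC and 4822 SOX2 target genes, where the paper's text has 5422 and 4994, and to 87.8% of SOX2 target genes shared with C-MYC, where the text has 85%.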
